# The association of DNA damage response and nucleotide level modulation with the antibacterial mechanism of the anti-folate drug Trimethoprim

**DOI:** 10.1186/1471-2164-12-583

**Published:** 2011-11-28

**Authors:** Dipen P Sangurdekar, Zhigang Zhang, Arkady B Khodursky

## Abstract

**Background:**

Trimethoprim is a widely prescribed antibiotic for a variety of bacterial infections. It belongs to a class of anti-metabolites - antifolates - which includes drugs used against malarial parasites and in cancer therapy. However, spread of bacterial resistance to the drug has severely hampered its clinical use and has necessitated further investigations into its mechanism of action and treatment regimen. Trimethoprim selectively starves bacterial cells for tetrahydrofolate, a vital cofactor necessary for the synthesis of several metabolites. The outcome (bacteriostatic or bactericidal) of such starvation, however, depends on the availability of folate-dependent metabolites in the growth medium. To characterize this dependency, we investigated in detail the regulatory and structural components of *Escherichia coli *cellular response to trimethoprim in controlled growth and supplementation conditions.

**Results:**

We surveyed transcriptional responses to trimethoprim treatment during bacteriostatic and bactericidal conditions and analyzed associated gene sets/pathways. Concurrent starvation of all folate dependent metabolites caused growth arrest, and this was accompanied by induction of general stress and stringent responses. Three gene sets were significantly associated with the bactericidal effect of TMP in different media including LB: genes of the SOS regulon, genes of the pyrimidine nucleotide biosynthetic pathway and members of the multiple antibiotic resistance (mar) regulon controlled by the MarR repressor. However, the SOS response was identified as the only universal transcriptional signature associated with the loss of viability by direct thymine starvation or by folate stress. We also used genome-wide gene knock-out screen to uncover means of sensitization of bacteria to the drug. We observed that among a number of candidate genes and pathways, the effect of knock-outs in the deoxyribose nucleotide salvage pathway, encoded by the *deoCABD *operon and under the control of the DeoR repressor, was most informative.

**Conclusion:**

Transcriptional induction of DNA damage response is an essential feature of the bactericidal effect of trimethoprim. Either the observation of the transcriptional response or DNA damage itself, or both, is made possible by thymine starvation when other folate-dependent metabolites are not limited. The effect of DNA damage by the drug takes place prior to its bactericidal effect, at the beginning of the lag stage of the treatment. Mutations in the deoxyribose nucleotide salvage pathway can affect duration of the lag as well as the rate of killing. This information can be used to postulate certain mechanistic differences between direct thymine starvation in thymidylate synthase deficient mutants and thymine starvation by anti-folate inhibitors.

## Background

2,4,-diamino-5-(3', 4', 5'-trimethoxybenzyl)-pyrimidine (Trimethoprim, TMP) is a folate analog that inhibits the reduction of dihydrofolate to tetrahydrofolate (THF) by competitively binding the active site of the enzyme dihydrofolate reductase (DHFR) [1,2]. The drug is highly specific against bacterial and malarial enzymes [3], has a wide antibacterial spectrum and, despite emerging resistance [4-7], has been extensively used against urinary and respiratory tracts infections and against enteric pathogens and methicillin resistant *S. aureus *[8].

Trimethoprim treatment reduces the pool of 5,6,7,8-tetrahydrofolate (THF) by inhibiting DHFR, encoded by the *folA *and *folM *genes in *E. coli *(Figure 1). THF is methylated during the synthesis of glycine from serine and gets converted to 5,10-methylenetetrahydrofolate (CH_2_-THF), which is a major one-carbon donor in the cell for the synthesis of methionine and S-adenosylmethionine (SAM), purines, N-formylmethionine-tRNA (fMet-tRNA) and thymidylate (dTTP) [9,10]. Thus TMP treatment leads to the loss of THF pools to dihydrofolate because of thymidylate synthesis. This causes concomitant starvation of glycine, methionine, purines, dTTP (folate dependent metabolites) and fMet-tRNA, with some metabolites being depleted faster than others [11,12], and results in nearly complete cessation of DNA, RNA and protein synthesis [11,13,14]. Other pathways affected due to depletion of SAM, a major methyl group donor, include synthesis of cofactors, fatty acids and polyamines. Starvation of cells for purines and amino acids is usually bacteriostatic; starvation of dTTP alone leads to loss of viability and is known as "thymineless death" [15-17]. Therefore, cellular outcome of TMP treatment depends on the balance of folate dependent metabolites in the cell and on the media supplementation conditions; cell death depends upon the right combination of supplementation regimes resulting, in part, in thymine starvation [15,16]. Thus in controlled environment in the laboratory, the outcome of TMP treatment can in principle be correlated with the composition of the growth medium. However, despite a general understanding of the drug mechanism, the following key aspects of the antibacterial activity of TMP remains unknown: i) what is the molecular nature of folate stress induced by the drug?; ii) what is the relationship between the folate stress and media composition?; iii) what are the similarities and differences between bacateriostatic and bactericidal signatures of the TMP effects.

**Figure 1:**
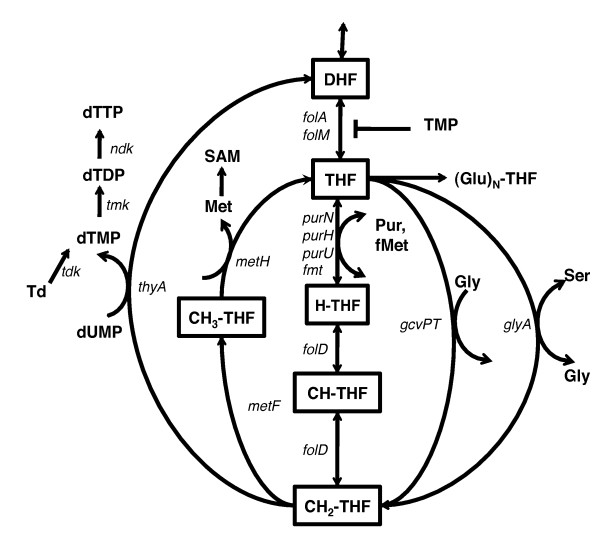
**Overview of tetrahydrofolate metabolism**. DHF: dihydrofolate; THF: tetahydrofolate (glu)_1_; H-THF: formyl-tetrahydrofolate; CH-THF: 5,10-methenyltetrahydrofolate; CH_2_-THF: 5,10-methylenetetrahydrofolate; CH_3_-THF: 5-methyltetrahydrofolate; Met: methionine; Ser: serine; Gly: glycine; SAM: S-adenosylmethionine; Td: thymidine; Pur: Purines; fMet: N-methionyl-tRNA^fmet^.

To answer these and related questions, we treated *Escherichia coli *with TMP in a variety of media and supplementation conditions and tracked global transcriptional responses using microarrays. We also applied a genome-wide genetic screen to identify gene knock-out mutants with decreased or increased susceptibility to TMP in rich media. We observed that the drug treatment, either in minimal medium supplemented with requisite amino acids and adenine or in complex medium (LB), resulted in the loss of viability and this loss was correlated with the induction of DNA damage repair genes. Under limited supplementation conditions (only amino acids or purines) in minimal media, the primary signature was that of stress response, but when both were added in absence of thymine, the stress response signature was not observed. Addition of individual supplements (amino acids or purine) also led to the repression of the respective biosynthetic genes, even in the presence of TMP. We also identified a signature of gene set activity, including induction of DNA damage response, pyrimidine nucleotide biosynthesis and antibiotic stress responsive MarR targets to be most associated with cell lethality in minimal media. However, only the SOS response was associated with the bactericidal outcome across all tested nutrient conditions, including thymine starvation in a thymine auxotroph.

Using a genome-wide collection of knock-out mutants to screen for genetic, rather than environmental, factors that can affect TMP susceptibility, we found that the deoxyribose nucleotide salvage pathway has the capacity to modulate and mediate the effect of the drug. The *deoA *and *deoC *gene knock-out mutants were found to be resistant to TMP in complex medium, whereas the loss of their transcriptional repressor *deoR *rendered bacteria more sensitive to the drug. However, this relationship was reversed in minimal medium with supplements. This reversal was also observed at the transcriptional level wherein the *deoCA *genes were down-regulated during TMP treatment in LB medium and up-regulated in M9 minimal medium. Using this data and other available information we propose that the nucleotide salvage pathway encoded by *deoCABD *genes is a critical modulator of physiological outcomes of the TMP treatment in *E. coli*.

## Methods

### Growth conditions

*Escherichia coli *MG1655 *F^- ^lambda^- ^ilvG^- ^rfb-50 rph^- ^*was used as a wild-type strain in all experiments. Trimethoprim (Fluka (Sigma-Aldrich), St. Louis, MO) stock solution was prepared by dissolving the drug in distilled water with 1% v/v glacial acetic acid (for Keio screen) or by dissolving in 50% v/v ethanol-chloroform mixture (for transcriptional profiling) and stored in small aliquotes at -20°C. Complex medium for cell growth was LB (Luria Bertani broth) and minimal medium was M9 minimal medium with 0.4% glucose [18]. In LBTMP experiments, cells were treated with 50 μg/ml of TMP, while for M9 experiments the concentration used was 25 μg/ml, corresponding to the MIC_50 _determined in the respective media after 18 hrs of treatment. Amino acids for supplementation (methionine and glycine) were purchased from Fluka (Sigma-Aldrich, St. Louis, MO) and stock solutions were prepared in water. Standard cultures were grown in flasks at 37°C under aeration in a rotary shaker either in M9 minimal medium containing 0.4% glucose or in LB liquid medium. For M9 with folate dependent supplementation experiments, the following chemicals were added with a final concentration of 50 μg/ml: adenine, amino acid (methionine and glycine) mixture, and thymine.

### Microarray experiments

Overnight cultures were resuspended in fresh medium and TMP was added when the optical density (O.D. 600 nm) of the culture reached 0.3-0.4. Time-point samples were taken every 15-30 minutes from 15 minutes to 2 hours post treatment. The samples were spun down and snap-frozen in liquid nitrogen before storing at -80°C until required. Total RNA samples were purified using the Qiagen RNeasy kit (Chatsworth, CA) according to the manufacturer's protocol. To identify genome-wide gene expression profiles, relative mRNA levels were determined by parallel two color hybridization at single-gene resolution to whole-genome *E. coli *K-12 MG1655 spotted DNA microarrays, designed, printed and probed as described [19], and containing discrete sequence elements corresponding to 98 and 3/4% of all annotated open reading frames (ORFs). Fluorescence DNA probes were synthesized from 10~15 μg of total RNA with random hexamers and Cy-5 dUTP or Cy-3 dUTP dyes (Amersham) and hybridized to microarrays for 6 hours at 65°C followed by a washing step as described previously [19]. All microarray experiments were designed as time courses, using the 0 min time point sample as a common reference. The hybridized arrays were then scanned and the raw fluorescence intensity data were normalized in R (http://cran.r-project.org/) using the Limma (Bioconductor) package [20] to remove spatial and array based biases. The data was converted to log-ratios of normalized intensity at each time point to time point 0. The microarray data was uploaded to NCBI GEO database and is available for download through accession number GSE32562.

### Gene Set Analysis

To analyze gene expression data in the context of known gene sets and pathways, we obtained gene functional classification information from databases (GenProtEC [21], RegulonDB [22], EcoCyc [23]) to assemble a total of 480 gene sets (Additional File 1). These comprise of sets of genes whose products are involved in the same pathway and sets of genes that share common regulators or other properties. Normalized gene expression data was analyzed for gene set activity using a method modified from Tian et al [24]. We then modeled the normalized set scores across the entire time series to analyze the effect of individual supplements on gene set activity and to infer set activity associated with the lethal phenotype. The raw gene set score for *k^th ^*gene set was calculated as:

$$S_{k}=\overset{N_{k}}{\underset{i=1}{\sum }}w_{i}T_{i}$$

where *w_i _*corresponds to the contribution of gene i within a set to the principal eigenvector of the set across a compendium of experimental conditions [25] and *N_k _*is the number of genes in gene set *k*. The weights allow us to consider sets that only have a subset of actively transcribed genes or sets with genes showing opposite but coordinated trends [26,27]. The score *S *was normalized under two sets of hypothesis *Q_1 _*and *Q_2 _*[24], corresponding to testing against random genes and random phenotypes, to yield two normalized gene set scores for each gene set. This was done by randomly sampling genes (in *Q_1_*) or conditions (in *Q_2_*) and then calculating the bootstrapped scores under these permutations. These null scores are normalized to mean 0 and standard deviation 1 to account for gene set size dependence of the distributions. The observed gene set scores *S_k _*were also normalized using the parameters of the null distributions. P-values calculated for both *Q_1 _*and *Q_2 _*scores were converted to posterior probability (PP) of significance, which is mathematically equivalent to the local False Discovery Rate (FDR) value of the score [28], and PP values from both hypotheses were multiplied, under assumption of independence, to yield the final PP for the gene set. PP values of greater than 0.90 (estimated FDR ~ 5%) were considered to be highly significant. The normalized scores in the two hypotheses for gene set were averaged to yield a enrichment score (ES), which allows us to quantitatively compare two or more gene sets within a condition or a gene set across conditions, and its sign indicates the direction of change (up- or down-regulation) within the set. To infer effects of individual supplementation, the set scores (ES) for the entire time series of M9 treatments were modeled as:

$$ES_{i}=\beta_{i}^{AA}AA_{i}+\beta_{i}^{Ad}Ad_{i}+\beta_{i}^{Thy}Thy_{i}+\varepsilon_{i}$$

where ES_i _is the vector of set scores of set *i*; AA_i_, Ad_i _and Thy_i _are factors with level 1 (if the respective supplements are added) or 0. M9TMP condition has all three factors at level 0 since none of the supplements were added. A positive coefficient for any factor indicates that the addition of the supplement is associated with increase in set score relative to its baseline level.

For inferring associations with cell lethality, set scores from both LB and M9 experiments were considered. To account for the influence of latent variables affecting the set scores, surrogate variable analysis (SVA, [29]) was used to model the hidden variables as a covariate:

$$ES_{i}=\beta_{i}^{SV}SV_{i}+\beta_{i}^{Phe}Phe_{i}+\varepsilon_{i}$$

where ES_i _is the vector of set scores for set *i*, SV*_i _*are surrogate variables and Phe*_i _*represents a vector of phenotypes associated with the set (factor with two levels: "cidal" or "static"). Parametric p-values associated with the estimated coefficients $\beta_{i}^{Phe}$ were obtained by ANOVA, and False Discovery Rates (q-value [30]) was calculated to infer significant gene sets. A q-value of 5% indicates all sets with the same or lower q-value are called significant at 5% False Discovery Rate. All calculations were done in R. Non-parametric classification based on Receiver-Operator Characteristics (ROC) curves were done by using the R package "caTools"[31]. AUC values of 0.85 and higher were considered significant, and it was used as the second threshold to filter significant gene sets. The entire data and the R code to reproduce the analysis can be found in Additional File 2.

### Genome-wide genetic screen

The Keio collection was a kind gift of Prof. Hirotada Mori and consists of knock-out mutants of 3985 genes of *E. coli *strain BW25113 [32]. The knock-out mutants contain Kan^R ^cassettes inserted in genes using the method of Datsenko and Wanner [33]. For mutant screening, a copy of the mutant plates was made by replica inoculating the frozen stocks into 96-well plates containing 150 *μ*l of LB medium and incubating them at 30°C for 12-18 hours with intermittent shaking. For growth and inhibition experiments, the optical density in the wells of the 96-well plate was measured using Victor3 plate reader (Perkin-Elmer). The actual O.D. reading in the plate reader depends on the medium and the volume of liquid in the wells and is correlated with actual culture density measured by conventional light scattering techniques (r^2 ^> 0.99) for O.D. 0.1-1.0. Since each plate was inoculated as a set, there was plate-to-plate variation in O.D. that was accounted for by normalizing across plates. Resistant and sensitive mutants were identified by normalized O.D. readings. Mutants in Keio collection are in BW25113 background. For individual mutant analysis, the Kan*^R ^*insertion alleles were transferred into wild-type MG1655 background using P1-transduction [34]. An *E. coli thyA715 *mutant MG1655 was obtained from CGSC. Different *deo *mutations were similarly introduced into the *thyA*^- ^parental strain. *thyA*^-^*deo*^- ^double mutants had different thymine/thymidine growth requirements; *thyA*^- ^20 *μ*g/ml thymine, *thyA*^-^*deoA*^- ^20 *μ*g/ml thymidine, *thyA*^-^*deoC*^- ^2 *μ*g/ml thymine, *thyA*^-^*deoR*^- ^50 *μ*g/ml thymine [35,36] For viability experiments and RNA sampling, the cultures were handled as follows. Cells were grown to stationary phase in LB or M9 minimal media (with glucose). They were then inoculated in fresh medium and grown till O.D. 0.4-0.6 before treatment. For TMP treatment in LB, TMP was added to appropriate final concentrations. For TMP treatment in minimal medium, growing cultures were diluted in pre-warmed fresh minimal medium containing TMP and methionine, glycine, adenine supplements. For viability counts, samples were diluted in 0.9% NaCl, spread or spotted on LB plates and incubated 12-16 hours before colony counts were taken.

## Results and Discussion

### Folate supplementation regimes determine bacterial viability phenotypes

The effect of antibiotic trimethoprim (TMP) on bacteria depends on the treatment conditions. To characterize the cellular responses associated with these effects, we treated *E. coli *with the antibiotic in different growth and supplementation conditions: complex medium (LBTMP), minimal medium M9 (M9TMP), and minimal medium supplemented with folate dependent metabolites, amino acids methionine and glycine (M9TMPAA), adenine (M9TMPAd), amino acids and adenine (M9TMPAdAA), and M9 supplemented with the amino acids, adenine and thymine (M9TMPThyAdAA) (Table 1). These conditions were chosen based on their causing different outcomes in TMP treatment: only in minimal medium the treatment results in growth arrest, supplementation with both AA and Ad leads to cell killing, and addition of thymine rescues cells from the effects of the drug [15]. We followed the effects of the drug treatment by monitoring colony formation, as a proxy to cell viability, and genome-wide transcriptional responses, as a proxy to physiological changes elicited by the drug. As expected, cell viability in minimal medium depended on supplementation of the folate-derived metabolites. TMP treatment in M9 resulted in cessation of growth without a loss of viability, whereas M9TMPAdAA condition resulted in killing (Table 1) after a lag period, along with increase in cell mass due to filamentation (data not shown). Thymine supplementation prevented viability loss in the bacterial culture, confirming that the primary mechanism of TMP induced cell death is due to thymine starvation [15]. Incomplete supplementation either by the amino acids or by the purine resulted in bacteriostasis. LBTMP condition resulted in loss of viability after a lag period of approximately 120 min, as well as in filamentation.

**Table 1:** Treatment regimens used for gene expression analysis

Condition	Base medium	Supplementation	Viability loss
LBTMP	Luria-Bertani broth	-	+ (90% loss in 3 hours)
M9TMP	Minimal M9	None	-
M9TMPAdAA	Minimal M9	Met, Gly, Ad	+ (>70% loss in 6 hours)
M9TMPAA	Minimal M9	Met, Gly	-
M9TMPAd	Minimal M9	Ad	-
M9TMPThyAdAA	Minimal M9	Met, Gly, Ad, Thy	-

A list of treatment regimens used. Viability loss indicates the relative magnitude of cell lethality (+: maximum, -: no loss). TMP: Trimethoprim (50 or 25 μg/ml), Met: methionine, Gly: glycine, Ad: adenine (each at 50 μg/ml final concentration)

### Effects of individual supplementation regimes

Given the diverse nature of phenotypes generated by the combination of TMP and media conditions, and the complex nature of folate metabolism being perturbed, it is essential to identify key molecular events during each treatment that are associated with the observed phenotype. We first followed transcriptional responses to TMP treatment in these conditions as a time series using cDNA microarrays and obtained gene expression profiles as ratios of transcript abundances after the treatment (10 - 120 minutes) normalized to the before-treatment levels (0 minutes). 

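Each of the 6 conditions was followed in a time course of 1 culture of E. coli MG1655, sampled at 10, 30, 60 and 120 min after the addition of TMP and, in M9TMP and M9TMPAdAA, also at 90 min, which gives 26 arrays. On each spotted array the treated sample, labelled with Cy5, was hybridized against the untreated 0 min culture in the same base medium, labelled with Cy3, always in this dye orientation. The authors normalized the intensities with limma and gave a log ratio to the 0 min level for each of 4210 probes with a gene symbol and 195 without one. The base of the logarithm is not stated and was taken as 2, the base that limma uses. No value was missing, every array had a mean of 0, the array medians lay between -0.031 and 0.077, and the SD of an array lay between 0.384 and 0.709. A level is therefore relative to the mean of all genes on its array. The methods give a TMP dose of 50 μg/ml in LB and 25 μg/ml in M9, whereas the sample labels give 50 for LBTMP, 5 for M9TMP, M9TMPAdAA and M9TMPThyAdAA, and no dose for M9TMPAA and M9TMPAd. The methods name 15 min as the first time point and the results and the labels name 10 min, which was used here. Whether the M9 courses shared a 0 min culture is not known. None of the 26 arrays is of an untreated culture followed over the same times. A log ratio to 0 min therefore also holds any change with time or supplement that is not due to the drug.
The value of a gene in a condition was its mean log ratio over the 4 times that every course has, and the course, not the array, was taken as the replicate. LBTMP and M9TMPAdAA, the 2 cidal courses, were compared with the 4 static courses in limma, and an additive model of adenine, amino acids and thymine with an intercept was fitted to the gene means of the 5 M9 courses. The paper fitted its additive model to gene set scores over the whole time series instead. Before the data were examined, 34 lists of genes with a shared function were fixed, from general knowledge of E. coli and from the sets that the paper names. Lists of the paper's sets were therefore not chosen independently of these arrays, and counts of genes adjusted over such a list alone are not independent support. Of the list entries 522 were measured, with some genes in more than 1 list. A list value is the mean over its members. A single course has no replicate and allows no test. There, a gene or list met the size rule when its course mean was at or beyond 1 in either direction with the same sign at all 4 times, and the median of a list was ranked among 10000 random lists of the same size from the same course, a ranking that ignores shared levels within operons. The size rule was met for higher and lower levels by 62 and 117 genes in LBTMP, 34 and 72 in M9TMPAdAA, 16 and 97 in M9TMPThyAdAA, 120 and 130 in M9TMP, 50 and 135 in M9TMPAA, and 13 and 61 in M9TMPAd.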

To develop a biological interpretation of these responses, we examined transcriptional activity of sets of genes [24]. Briefly, for each time point in each condition, the activity score (*S_k_*) for each gene set was calculated as the weighted average of all the genes within the gene set (Methods). The score was then normalized using background null distributions [24] to get the enrichment scores (ES) and the p-values for these scores were then converted to a posterior probability (PP, [28]) to adjust for multiple testing. The PP value (1 for strong enrichment, 0 for no enrichment), along with the enrichment score ES, allowed for quantitative comparison of different gene sets in different conditions. PP values of greater than 0.90 were considered to be highly significant for gene set activity, corresponding to false discovery rates of less than 5% for the conditions.

The effect of TMP in different supplementation conditions can be viewed and analyzed as an interaction between the effects of the drug effect and the condition. Traditionally, the effect of a drug would be ascertained in cultures adapted over multiple generations to their growth environments. While such approach may seem physiologically most sound, it does not allow determining the media specific effects in any straightforward way, in part because of a prolonged adaptation and resulting steady state are accompanied by macroscopic growth and metabolic differences which can mask nutrient-specific regulation. This has not been seen as a serious problem since for most actively studied antibacterials, the media composition either does not have an effect on the outcome of the treatment or its effects are not known. This however would be a serious problem for TMP treatments where media composition effects have been well documented. Therefore we designed our experiment in a way that yielded physiologically meaningful, and consistent with historical data, media-dependent outcomes of the treatments and also allowed detecting direct regulatory effects of the supplementations. According to such design, the drug was added to the cell cultures along with the supplements and transcriptional responses were recorded immediately afterwards. Thus the ensuing regulatory and physiological changes in the cells will be, by definition, a result of the combinations, or interactions, of the effects of the drug and supplements. Modeling these transcriptional responses as estimated additive effects of each supplement could help us explain these interactions as simple cause and effect representation for each individual factor-gene set pair.

To analyze the effects of individual supplements (AA: met, gly, Ad: adenine and Thy: thymine) on the TMP-induced folate stress, we employed a linear model using set scores across all time points for each condition and with individual supplements as factors, to identify the gene sets with the highest absolute coefficients associated with each factor. In total, 16 overlapping gene sets have been identified with a significant coefficient in at least one condition (Additional File 3). The sets have been grouped based on the similarity of associated coefficients across all conditions into eight clusters (Figure 2): 1-histidine and glycine metabolism; 2 - sulfate assimilation; 3 - general stress response; 4 - methionine transport and metabolism; 5 - DNA damage response and repair; 6 - purine biosynthesis; 7 - protein synthesis machinery; 8 - enterochelin biosynthesis. TMP, by virtue of its anti-DHFR mechanism, triggers different starvation responses depending on the exogenous supply of respective metabolites, as evidenced from the variations in the activity of the most responsive gene sets (Figure 2A-E). 

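In M9TMP, with the drug and no supplement, genes of ribosomal proteins and of de novo purine synthesis stood below their 0 min level at every time, and genes of methionine synthesis stood above it early. The 54 ribosomal protein genes had a course mean log ratio of -0.85, and 21 of them met the size rule for a lower level, among them rpsS (-2.27), rpsR (-2.22) and rpsN (-2.13). Their list mean was -0.70 at 10 min and -1.22 at 120 min. The 14 genes of purine synthesis had a course mean of -0.72 and none had a mean above 0. The lowest were guaB, which encodes IMP dehydrogenase (-1.36), and purB (-1.30). The 15 genes of methionine synthesis and transport stood at 1.36 at 10 min, 0.91 at 30 min, 0.39 at 60 min and -0.41 at 120 min, with metB and metE having the highest course means (1.23 and 1.14). The 28 genes of the SOS regulon, which LexA represses, stood at 0.081 at 10 min and at 0.63 at 120 min, and 1 of them met the size rule, the cell division inhibitor sulA with a course mean of 1.27. With 1 culture no test was possible. The medians of the ribosomal and purine lists lay at percentile 0.0 of the random lists and those of the methionine and SOS lists at percentile 100.0.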

Without any supplementation, the drug induced amino acid and nucleotide starvation which could be characterized by severe down-regulation of ribosomal and purine biosynthetic genes, transient up-regulation of the methionine cluster of genes, and by late and minimal up-regulation of the damage response cluster (Figure 2A). Targets of RpoS, a stress signal responsive regulator, were also significantly up-regulated in this condition (PP > 0.998), indicating that starvation for amino acids and nucleotides was followed by a general stress response in the cells. 

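The 26 measured targets of RpoS stood above their 0 min level at every time in M9TMP, and 18 of them met the size rule. Their mean log ratio was 1.07 at 10 min, 1.39 at 30 min, 1.64 at 60 min, 2.17 at 90 min and 1.90 at 120 min, a course mean of 1.50. The highest members were osmB, an osmotically inducible lipoprotein (2.65), the acid stress chaperone gene hdeB (2.26) and the morphogene bolA (2.18). Genes outside the list with the highest course means in M9TMP were dps, which protects DNA in starved cells (3.57), sra (3.02), glgS (2.87) and hchA (2.67). The course means of the RpoS list in the other conditions were 0.37 in M9TMPAd, 0.20 in LBTMP, 0.095 in M9TMPAdAA, 0.036 in M9TMPAA and -0.087 in M9TMPThyAdAA. Means near 0 do not stand for a flat course. Over the 4 common times the list lay between -0.21 and 0.74 in M9TMPAdAA and between -0.90 and 0.73 in M9TMPThyAdAA. In M9TMPAA it lay between -0.125 and 0.137. A comparison of M9TMP with the other courses by a test was not made, since each is a single culture.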

Starvation for amino acids and thymine (Figure 2B) was characterized by the down-regulation of the purine cluster and up-regulation of the methionine cluster. 

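In M9TMPAd, genes of methionine synthesis and transport stood above their 0 min level and genes of purine synthesis below it at all 4 times. The methionine list had a course mean log ratio of 1.03 and 8 of its 15 members met the size rule, led by metB (2.90) and by metN (1.70) and metQ (1.69) of the methionine transporter. Their level was 1.21 at 10 min and 0.62 at 120 min. The purine list had a course mean of -0.94, all 14 members were below 0 and 3 met the size rule, with purB, adenylosuccinate lyase, at -2.86, purM at -1.86 and purL at -1.35. The adenine term of the additive model was -0.85 for the purine list, from a difference of -0.22 between M9TMPAd and M9TMP and of -1.47 between M9TMPAdAA and M9TMPAA. For the methionine list it was 0.32, from differences of 0.47 and 0.16. Neither list passed camera with an estimated correlation between genes (adjusted p = 0.796 for both). With a preset correlation of 0.01 the adjusted p was 4.72e-07 for the purine list and 0.0121 for the methionine list. When adjusted over the list alone, 1 purine gene was lower and 4 methionine genes were higher with adenine.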

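In minimal medium with adenine, genes of the translation machinery stood nearer to their 0 min level than without it. In M9TMPAd the 54 ribosomal protein genes had a course mean log ratio of -0.33 and none of them met the size rule. In the additive model the adenine term of this list was 0.65, from a difference of 0.51 between M9TMPAd and M9TMP and of 0.80 between M9TMPAdAA and M9TMPAA, and the term was above 0 for 51 of the 54 genes. The largest terms were those of rplB (1.58, standard error 0.25, adjusted p = 0.999) and rplA (1.45, standard error 0.21, adjusted p = 0.999). For 11 genes of translation factors the term was 0.36, from differences of 0.20 and 0.52, and the largest was that of the elongation factor gene tsf (0.92). By camera the adjusted p of the ribosomal list was 4.00e-29 with the preset correlation and that of the translation factors 3.40e-04, but both lists had an adjusted p = 0.796 with an estimated correlation. In limma 0 genes were higher and 0 lower with adenine, none of the ribosomal genes passed when adjusted over the list alone, and 90 genes higher and 42 lower had an unadjusted p under 0.05, where chance gives about 110 each way. The model leaves 1 residual degree of freedom, and on simulated data of this spread it recovered 0% of the added log ratios of 1 or 3, so these counts of 0 do not show that adenine left the genes unchanged. For lists, camera with an estimated correlation gave p = 0.0568, 0.0537 and 0.0657 for adenine, amino acids and thymine even where a list was raised on purpose, so that a list did not pass with a supplement says nothing about an effect.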

Addition of adenine also lowered the extent of repression of genes encoding translation proteins as compared to TMP alone. Starvation for thymine and purines (Figure 2C), on the other hand, resulted in relative down-regulation of the methionine and sulfate assimilation clusters and in an up-regulation of glycine cleavage pathway as a response to added glycine, and in a moderate, more pronounced than in the TMP alone condition, but late up-regulation of the DNA damage genes. 

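In M9TMPAA the methionine and sulfate assimilation genes stood below their 0 min level and the glycine cleavage genes above it at every time. The 15 methionine genes had a course mean log ratio of -0.98, and 6 met the size rule, such as metQ (-2.59), metN (-2.38) and metC (-2.29). The 13 genes of sulfate uptake and assimilation had a course mean of -1.66, and 8 met the size rule, with cysN and cysD, the subunits of sulfate adenylyltransferase, at -2.83 and -2.61. Sulfate genes also stood at -0.99 in M9TMP and at 0.023 in M9TMPAd. The 3 genes gcvT, gcvP and gcvH of the glycine cleavage system stood at 2.94, 2.34 and 2.15. In the additive model the amino acid term was -1.70 for the methionine list, from a difference of -1.55 without and -1.85 with adenine, and 10 of its genes were lower when adjusted over the list alone. It was -1.12 for the sulfate list, from -0.66 and -1.58, with 6 genes lower over the list alone. For glycine cleavage it was 2.06, from 3.16 and 0.96, with 3 genes higher over the list alone. With the preset correlation camera gave adjusted p values of 2.99e-19, 2.12e-11 and 5.33e-04 for the 3 lists. None passed with an estimated correlation (adjusted p = 0.698, 0.698 and 0.699). In limma 0 genes were higher and 0 lower with amino acids over all genes, and 133 higher and 89 lower had an unadjusted p under 0.05. The largest term was that of metQ (-3.22, standard error 0.22, adjusted p = 0.432).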

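SOS genes in M9TMPAA stood at 0.15 at 10 min, 0.45 at 30 min, 0.57 at 60 min and 0.83 at 120 min. Their course mean log ratio was 0.50, 25 of 28 members were above 0 and 5 met the size rule, with recN, a recombination repair gene, at 1.86, lexA at 1.38 and sulA at 1.35. The amino acid term of the SOS list was 0.44, from a difference of 0.20 between M9TMPAA and M9TMP and of 0.68 between M9TMPAdAA and M9TMPAd. By camera its adjusted p was 8.52e-07 with the preset correlation, and adjusted p = 0.699 with an estimated correlation. No SOS gene passed when adjusted over the list alone.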

Histidine biosynthesis was also up-regulated relative to the conditions without AA, which is an expected response to external methionine [25]. 

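All 8 genes of histidine synthesis met the size rule for a higher level in M9TMPAA, with a course mean log ratio of 2.04. The highest were hisC (2.29), hisI (2.26), hisF (2.26) and hisB (2.24), genes of a single operon. The list stood at 2.18 at 10 min, 2.70 at 30 min and 1.32 at 120 min. In M9TMP its course mean was -0.92 and in M9TMPAd -0.25, while in the courses with both amino acids and adenine it was 0.14 in M9TMPAdAA and 0.43 in M9TMPThyAdAA. The amino acid term was 1.68, from a difference of 2.97 without adenine and of 0.40 with it. The list had an adjusted p of 5.92e-06 by camera with the preset correlation and adjusted p = 0.699 with an estimated correlation, and 0 of its genes passed when adjusted over the list alone. Whether adenine changed the difference was not tested.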

When cells were starved only for thymine (Figure 2D), three clusters were characteristically up-regulated: DNA damage, protein and enterochelin synthesis. 

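In M9TMPAdAA, where cells lacked thymine only, SOS genes, genes of translation and genes of the iron chelator enterobactin (enterochelin) stood above their 0 min level. The SOS list was at 0.12 at 10 min, 1.01 at 60 min, 1.19 at 90 min and 1.37 at 120 min, and 7 of 28 genes met the size rule, such as sulA (2.20), yebG (1.92) and recN (1.84). The ribosomal protein list was at 0.13 at 10 min, 0.55 at 90 min and 0.035 at 120 min, with 47 of 54 genes above 0 and none meeting the size rule. Its highest members were rplQ (0.94) and rpmF (0.94). The 13 enterobactin genes had a course mean log ratio of 0.65, 11 were above 0 and 3 met the size rule, namely the synthesis genes entB (1.18), entH (1.17) and entA (1.00). The median of each of these lists lay at percentile 100.0 of the random lists from this course. Lists below their 0 min level in this course included sulfate assimilation (-1.56, 10 of 13 genes meeting the size rule), methionine (-0.82, 5 of 15) and purine synthesis (-0.70, 4 of 14). These are values of 1 culture, without a test.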

Other gene clusters in this condition were either unaffected or down-regulated. Addition of thymine along with other supplements (Figure 2E) prevented the inductions observed in the thymine starvation. However, thymine supplementation had no effect on the activity of genes controlling purine biosynthesis, sulfate assimilation, as well as amino acid transport and metabolism. Thus thymine counteracted the antibacterial effect of TMP and suppressed DNA damage response and transcriptional over-drive of genes involved in protein synthesis. 

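With thymine, the SOS genes stood at their 0 min level throughout the course. In M9TMPThyAdAA the SOS list lay between -0.021 and 0.062 at the 4 times and 0 of its 28 genes met the size rule. M9TMPThyAdAA minus M9TMPAdAA gave a difference of -0.72 for the SOS list, -0.31 for the ribosomal protein list and -0.69 for the enterobactin list. In the additive model the thymine terms of these lists were -0.60, -0.24 and -0.44, and were below 0 for 24 of 28 SOS genes, 48 of 54 ribosomal protein genes and 13 of 13 enterobactin genes. The largest terms were those of recN (-1.71, standard error 0.32, adjusted p = 1.00), yebG (-1.64), dinI (-1.51) and, among the enterobactin genes, entB (-1.21). The ribosomal protein list in M9TMPThyAdAA stood at 0.28 at 10 min and -0.62 at 120 min. With the preset correlation the adjusted p by camera was 1.21e-09, 1.38e-05 and 0.00420 for the SOS, ribosomal and enterobactin lists, and adjusted p = 0.951 with an estimated correlation for each. In limma 0 genes were higher and 0 lower with thymine over all genes tested and none over the SOS list alone, and 23 higher and 49 lower had an unadjusted p under 0.05. The thymine term rests on a single course with thymine, and that of the ribosomal list was -0.070 without 120 min.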

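Genes of purine synthesis, sulfate assimilation and methionine synthesis stood below their 0 min level at every time in M9TMPThyAdAA. The purine list had a course mean log ratio of -1.39 and 11 of 14 genes met the size rule, with purF, the first enzyme of the pathway, at -2.32. The sulfate list had a course mean of -2.16 and all 13 genes met the size rule, with cysN at -3.07. The methionine list had a course mean of -1.37 and 7 of 15 genes met the size rule, with metE, the cobalamin-independent methionine synthase, at -3.59 and metK at -3.29. Each list was lower than in M9TMPAdAA, by -0.69 for purine, -0.60 for sulfate and -0.55 for methionine. The thymine terms of the additive model were -1.01, -0.83 and -0.63, and were below 0 for 14 of 14, 13 of 13 and 14 of 15 genes. The largest were those of purT (-2.04, standard error 0.30, adjusted p = 1.00) and metE (-2.01, standard error 0.34, adjusted p = 1.00). By camera the adjusted p was 1.21e-09, 1.21e-09 and 4.85e-07 with the preset correlation, and adjusted p = 0.951 with an estimated correlation for each list. Over each list alone 0 genes passed. The paper concludes that thymine counteracted the antibacterial action of TMP and suppressed the DNA damage response and the raised expression of protein synthesis genes.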

At the same time, specific regulatory responses associated with the addition of adenine or amino acids were not complemented by the nitrogen base.

**Figure 2:**
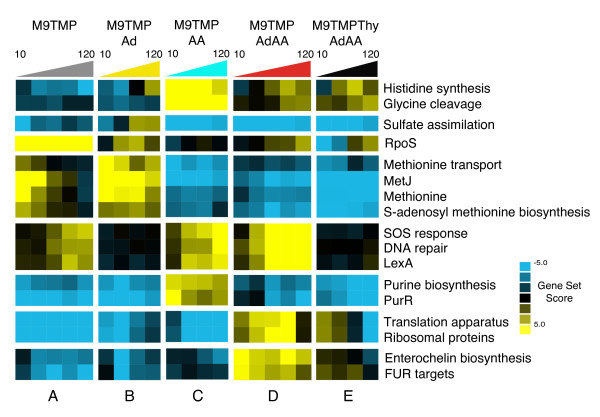
**Expression profiles of top gene sets associated with individual supplementation of folate-dependent metabolites**. Heatmap of gene set scores for top gene sets associated with individual factors. Blue and yellow color refers to down-regulation and up-regulation of gene sets respectively. Colored triangles above the heatmap indicate time progression from 10 min to 120 min after the beginning of drug treatment. The figure is split into vertical panels A-E according to the condition and into horizontal strips according to the gene set.

### Identification of a transcriptional signature associated with lethality

The analysis presented in the above section supports the notion that TMP regulatory effects can be complemented by different metabolic supplements. Since, on the other hand, supplementation regimes are known to elicit different phenotypic outcomes of the drug treatment, it follows, from the transitivity principle, that the regulatory effects should be associated with the outcomes. However, since the above analysis included only one bactericidal condition (M9TMPAdAA), we chose to boost the power of our association analysis by adding another bactericidal condition: TMP treatment in LB. To determine which pathway responses were most associated with the phenotype of rapid loss of viability, we classified the gene set scores according to the lethality phenotypes, i.e. large (>50% of the treated population) loss of viability in M9TMPAdAA and LBTMP vs. no or minimal loss (< 10%) in M9TMPThyAdAA, M9TMP, M9TMPAd and M9TMPAA (Figure 3). 

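By course mean, genes of the SOS regulon stood higher in both courses with loss of viability than in any of the 4 static courses. Recombination genes outside this regulon had nearly the same mean in both groups, with the cidal courses on opposite sides of 0. The SOS list had a mean log ratio of 0.73 over LBTMP and M9TMPAdAA and of 0.22 over the static courses, a difference of 0.52 (0.31 without 120 min). Of its 28 genes, 25 had a higher mean in the cidal courses, and 12 lay above and 1 below the range of the static courses. The largest differences were those of dinD (1.69, standard error 0.37, adjusted p = 0.685), yebG (1.57, standard error 0.23, adjusted p = 0.592), sulA (1.48, standard error 0.45, adjusted p = 0.764) and dinI (1.17, standard error 0.24, adjusted p = 0.685). For recA, which encodes the recombinase that triggers LexA cleavage, it was 1.01. When adjusted over the list alone, 5 of the 28 were higher and none was lower. The 13 recombination genes, such as recG (-0.40) and xerD (0.27), had a mean difference of -0.010, which was 0.008 with each array centred at its median, and a median difference of 0.026, and 7 of them were above 0. Their list stood at -0.18 in LBTMP and 0.10 in M9TMPAdAA, and its difference was 0.128 without LBTMP and 0.043 without M9TMPAA.
The two-sided exact permutation test of the SOS list gave p = 0.133, where the smallest p that 2 courses against 4 allow is 0.0667, and p = 1 for the recombination list. Camera gave the SOS list an adjusted p of 2.93e-10 with the preset correlation but adjusted p = 0.291 with an estimated correlation, and the recombination list 0.921 and 0.988. Over all genes limma called 0 higher and 0 lower in the cidal courses, with 133 higher and 146 lower at an unadjusted p under 0.05. The cidal courses lay above the static range for 251 genes and below it for 366, which is 14.0% of all genes, where 13.3% is given by chance.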

The top gene sets associated with the phenotype were related to DNA damage response (partially overlapping Multifun categories: DNA repair and SOS response and targets of LexA; FDR < 0.01%; Additional Files 4, 5) and DNA recombination, which were up-regulated in the bactericidal conditions as compared to no change in the static conditions. 

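Ribosomal protein genes and enterobactin genes had higher mean levels in the cidal courses than in the static ones, and targets of the peroxide regulator OxyR had nearly the same level in both groups. The ribosomal list stood at 0.017 in the cidal and -0.45 in the static courses, 52 of its 54 genes had a higher cidal mean and 10 lay above the static range, with rpsI at a difference of 1.28 (standard error 0.36, adjusted p = 0.764) and rplK at 1.08 (standard error 0.38, adjusted p = 0.764). Enterobactin genes stood at 0.057 in the cidal courses and -0.42 in the static courses, and 11 of 13 had a higher cidal mean, led by the receptor gene fepA with a difference of 1.65 (standard error 0.74, adjusted p = 0.765) and entA with 1.09. OxyR targets stood at 0.13 and 0.16, a mean difference of -0.026 with a median over the 11 genes of 0.007. The alkyl hydroperoxide reductase gene ahpC had the largest difference among them, 0.53. The OxyR list stood at 0.54 in M9TMP, where its member dps stood at 3.57, and between 0.002 and 0.080 in the other static courses. Its difference was 0.10 without M9TMP.
None of the 3 differences passed. By the two-sided exact permutation test over courses p was 0.2 for ribosomal proteins, 0.333 for enterobactin and 1 for OxyR targets. With the preset correlation camera gave adjusted p values of 6.44e-12, 0.00937 and 0.949, and with an estimated correlation adjusted p = 0.695 for the first and the second list and adjusted p = 0.988 for the third. Adjusted over the list alone, 0 genes passed in each. Without M9TMPAdAA the ribosomal difference went from 0.47 to 0.25 and the enterobactin difference from 0.47 to -0.12.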

Other gene sets in the top category comprised of ribosomal proteins, targets of MarR (multiple antibiotic resistance response), enterochelin biosynthesis, OxyR targets and pyrimidine biosynthesis (up in cidal, down or no change in static; "TMP treatment" in Figure 3, Additional Files 4, 5). This was in contrast with genes in deoxyribose nucleotide salvage pathways (including targets of CytR and DeoR) which were down-regulated in cidal conditions compared to the static. In particular, the salvage pathways were strongly down-regulated in complex LB medium. 

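The 9 genes of deoxyribonucleoside uptake and salvage, which DeoR and CytR repress, had a mean log ratio of -0.73 over the cidal courses and 0.002 over the static ones. The thymidine phosphorylase gene deoA had the largest difference (-1.29, standard error 0.39, adjusted p = 0.764) and lay below every static course. It was followed by the nucleoside transporter gene nupG (-1.14, standard error 0.53, adjusted p = 0.765) and the cytidine deaminase gene cdd (-1.02, standard error 0.42, adjusted p = 0.764). The difference was below 0 for 8 of the 9 genes, and 0 passed when adjusted over the list alone. The list's exact permutation p was 0.267 (two-sided), and its adjusted p by camera was 0.00135 with the preset correlation and adjusted p = 0.695 with an estimated correlation. The difference rests on LBTMP, since it was -0.028 without LBTMP and -1.44 without M9TMPAdAA.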

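In LBTMP the salvage list had a course mean log ratio of -1.43, none of its genes had a mean above 0 and 7 of 9 met the size rule. The list stood at -1.20 at 10 min, -1.71 at 30 min, -1.10 at 60 min and -1.72 at 120 min. The lowest genes were nupG (-2.08), cdd (-1.68), the uridine phosphorylase gene udp (-1.62) and deoA (-1.59). The median of the list lay at percentile 0.0 of the random lists from this course. The value is that of 1 culture in LB, in which the salvage list already stood near its later level at the first time point.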

Iron uptake associated enterochelin biosynthesis, periplasmic binding proteins and targets of nitrogen assimilation regulator Nac were relatively down-regulated in the static conditions compared to cidal. 

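Enterobactin genes stood at -0.63 in M9TMP, -0.51 in M9TMPAA, -0.49 in M9TMPAd and -0.047 in M9TMPThyAdAA, and at -0.53 in the cidal LBTMP. The 14 genes of nitrogen starvation, which NtrC or Nac activates, are not the paper's set of Nac targets. They had a mean log ratio of 0.35 in the cidal and -0.082 in the static courses, and 12 of them had a higher cidal mean. Their mean difference was 0.44 but their median difference 0.12, and 2 of them lay above the static range. The largest differences were those of glnK, a regulatory protein of the ammonium transporter (1.39, standard error 0.65, adjusted p = 0.765), and of glnP (1.16, standard error 0.72, adjusted p = 0.795) of the glutamine transporter. By course the nitrogen list stood at 0.58 in M9TMPAdAA and 0.13 in LBTMP, and without M9TMPAdAA its difference was 0.21. The 29 periplasmic binding proteins had a mean of -0.18 in the cidal and -0.43 in the static courses, with 18 genes higher, among them livK at 1.38 and glnH at 1.13. The nitrogen list reached the smallest p of the exact permutation test, which was not adjusted over the lists. Its adjusted p by camera was 0.00937 with the preset correlation and adjusted p = 0.291 with an estimated correlation. The periplasmic list had an exact permutation p of 0.4, and adjusted p values of 0.513 and 0.834, and its difference was 0.25 over all courses and 0.13 without M9TMPAA. No gene of either passed when adjusted over the list alone.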

Since the significance of the association depends on the scale of the calculated set scores, we also implemented a non-parametric classification method based on receiver-operator characteristics (ROC) to identify the specificity and sensitivity of phenotype prediction (AUC score) based on individual set scores. When top ranked gene sets from both methods, based on FDR for association and the AUC value for ROC-based classification, were combined by averaging the top gene set ranks, there was a significant overlap between the gene sets ranked by both methods (Spearman rank correlation over all gene sets = 0.96, p-value < 10^-16 ^; Additional File 6). When the responses of these top pathways were compared across all examined conditions (cidal and static conditions and complex and minimal media), transcription of only three non-redundant sets - SOS and related DNA damage gene classes, pyrimidine biosynthesis and MarR targets - was affected by the drug in the same direction, i.e., these pathways were up-regulated in each TMP-induced bactericidal condition ("TMP Treatment" in Figure 3). 

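By course mean, pyrimidine synthesis genes and the marRAB operon, like the SOS genes, stood higher in both cidal courses than in each static course. At single times this did not always hold. In the static M9TMPThyAdAA the pyrimidine list stood at 0.59 at 10 min, above LBTMP. There marRAB reached 1.16, above its highest value of 0.94 over the 4 common times in M9TMPAdAA. The 10 genes of de novo pyrimidine synthesis had a mean log ratio of 0.35 in the cidal and -0.96 in the static courses, all 10 had a higher cidal mean and 7 lay above the static range. The aspartate transcarbamoylase genes pyrI and pyrB differed by 3.14 (standard error 0.48, adjusted p = 0.592) and 2.38 (standard error 0.50, adjusted p = 0.685), and carA of carbamoyl phosphate synthetase by 2.10 (standard error 0.48, adjusted p = 0.718). Their level moved over time. It was 1.16 at 10 min and -0.71 at 120 min in M9TMPAdAA, and 0.46 and -0.072 in LBTMP, where 5 of 10 genes had a course mean above 0 and the median lay at percentile 55.0 of the random lists. The 3 genes of marRAB, the operon of multiple antibiotic resistance, stood at 1.10 in LBTMP, with 1.50 at 10 min, 1.68 at 30 min and 0.32 at 120 min, at 0.65 in M9TMPAdAA and at 0.54 in M9TMPThyAdAA. The activator gene marA differed by 0.91 (standard error 0.30, adjusted p = 0.764) between the groups. For 13 genes that MarA, SoxS and Rob activate, such as the nitroreductase genes nfsA (1.03) and nfsB (0.76), the difference was 0.18 and 9 were above 0. The efflux genes acrA and tolC differed by -0.49 and 0.22.
Adjusted over the list alone, 7 of 10 pyrimidine genes, all 3 genes of marRAB and 2 of the 13 activated genes were higher. None passed over all genes. The paper had picked the pyrimidine and MarR sets from these same arrays, and marRAB is 1 operon, so these counts are not independent support. The pyrimidine and marRAB lists reached the smallest p of the exact permutation test, and the MarA, SoxS and Rob targets had p = 0.133. Camera gave adjusted p values of 1.41e-10, 0.00185 and 0.200 with the preset correlation and adjusted p = 0.222, 0.291 and 0.695 with an estimated correlation. From the sets that moved the same way in every cidal condition, the paper concludes that SOS response, pyrimidine biosynthesis and MarR targets are the signature of killing that does not depend on the medium.

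**Figure D1:**
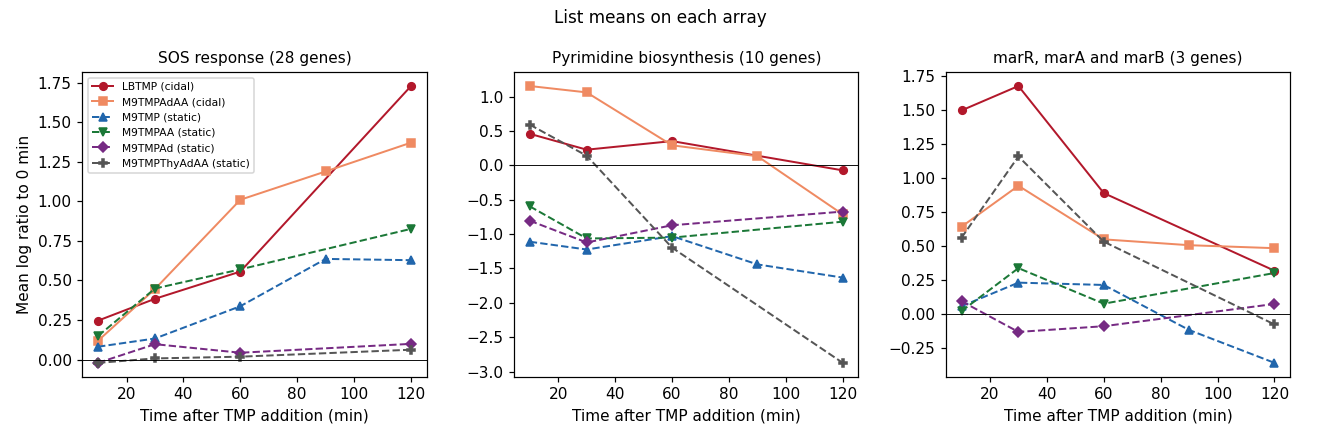
Mean log ratio to 0 min (vertical axes) against minutes after TMP (horizontal axes) for the SOS list (28 genes), the pyrimidine list (10 genes) and marRAB (3 genes). Each line is 1 course, solid for the 2 cidal and dashed for the 4 static courses.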

Directionality of transcriptional responses of the rest of the pathways depended on the media. For example, salvage pathways of deoxyribonucleotides, which were significantly associated with lethality, were down-regulated in LBTMP, but were not affected in M9TMPAdAA and were only moderately up-regulated in the static conditions. Similarly, ribosomal proteins were moderately down-regulated in LBTMP but strongly up-regulated in M9TMPAdAA. Thus, SOS response, pyrimidine biosynthesis and MarR targets, which controls transcription of genes involved in multidrug efflux, form the media independent signature responses associated with the bactericidal effect of the antibiotic.

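In M9TMPAdAA the salvage list had a course mean log ratio of -0.026, stood at -0.18 at 10 min and 0.34 at 120 min, and none of its 9 genes met the size rule. In the static courses the list stood at 0.32 in M9TMP, -0.063 in M9TMPThyAdAA, -0.064 in M9TMPAd and -0.18 in M9TMPAA. In M9TMP 7 of the 9 genes were above 0, and deoA was at 0.37 at 10 min and 1.46 at 90 min. The nucleoside channel gene tsx stood apart from the other members and was below 0 in these courses, at -1.25 in M9TMP, -1.14 in M9TMPAA, -1.03 in M9TMPAd and -0.90 in M9TMPThyAdAA. The difference between LBTMP and M9TMPAdAA was not tested, since each is a single culture.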

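The ribosomal protein list stood at 0.068 at 10 min, -0.14 at 30 min and -0.37 at both 60 and 120 min in LBTMP, and at 0.37 at 30 min and 0.41 at 60 min in M9TMPAdAA. Its course mean log ratio was -0.20 in LBTMP, where 11 of 54 genes were above 0, and 0.24 in M9TMPAdAA. The members farthest from 0 in LBTMP were rplW (-0.77), rpsA (-0.75) and rpsM (-0.72), and none met the size rule. The median lay at percentile 0.0 of the random lists from LBTMP. The difference between the courses was not tested.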

**Figure 3:**
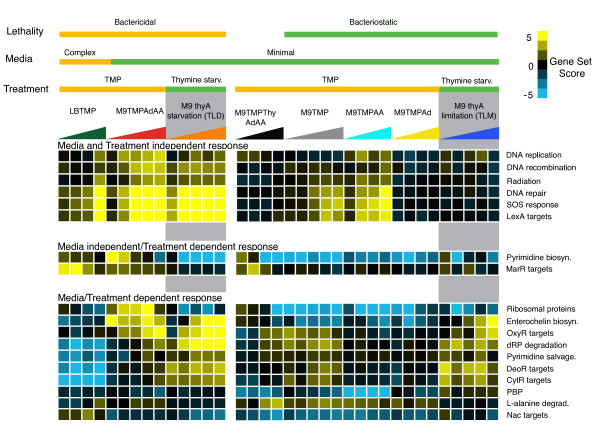
**SOS response is uniquely associated with thymineless induced lethality across treatment regimens and growth conditions**. Heatmap of gene set scores associated with TMP treatment and thymineless death (TLD)[37]. Blue and yellow color refers to down-regulation and up-regulation of gene sets respectively. Condition labels are as described in Table 1. dRP: deoxyribosephosphate; SS: supercoiling; PBP: periplasmic binding proteins.

To further compare transcriptional sensitivities of these gene sets, we scored their responses in another thymine starvation condition, triggered by thymine withdrawal from a *thyA *strain ("Thymine starvation" in Figure 3). We observed that the SOS response followed the up-regulation trend following the treatment, while pyrimidine biosynthesis was down-regulated and MarR targets were not affected. Thus, we propose that the induction of the DNA damage response is the only transcriptional effect associated with thymineless death phenomenon observed across a variety of experimental conditions including thymine starvation of auxotrophic mutants, starvation of dTMP using TMP in the presence of supplements or using TMP in complex growth media; whereas up-regulation of pyrimidine synthetic genes and MarR targets is associated with lethality only in TMP treatments. Of note, when we examined a compendium of expression profiles for activity of the MarR regulon, we observed that other top conditions in which MarR targets were up-regulated were treatments with antibacterials and antibiotics including Norfloxacin, Streptomycin, Kanamycin, Indole-acrylate and Chloramphenicol (data not shown). Since all of these treatments were carried out in LB, and the current identification of the MarR signature was driven by the LBTMP condition, it is possible that de-repression of MarR targets is a result of interaction(s) between yet unidentified factors associated with growth in a rich medium and the generic antibiotic induced stress.

We previously reported that the DNA damage response was the primary transcriptional response that separated thymine starvation leading to thymineless death (TLD) in *thyA *auxotrophs from the thymine limitation (TLM) wherein cells were supplied with suboptimal amounts of thymine [37]. Here, we showed that the SOS response was also significantly associated with cell death by TMP in minimal medium supplemented with folate metabolites or in complex medium. 

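At 30 min the SOS genes stood above their 0 min level in both cidal courses and in M9TMPAA. Their mean log ratio was 0.38 in LBTMP and 0.446 in M9TMPAdAA, and among the static courses 0.449 in M9TMPAA, above both, 0.13 in M9TMP, 0.10 in M9TMPAd and 0.007 in M9TMPThyAdAA. The cell division inhibitor sulA stood at 0.71 in LBTMP, 1.64 in M9TMPAdAA, 1.46 in M9TMPAA and 0.97 in M9TMP at this time, and recA at 0.086, 1.49, 0.72 and 0.28, so that both static courses were above LBTMP for these genes. The mean over the cidal courses was 0.42 and over the static courses 0.17, a difference of 0.24 with a one-sided exact permutation p of 0.2, in which 3 of 15 splits of the courses gave a difference as large. The difference was 0.14 at 10 min, 0.54 at 60 min and 1.15 at 120 min, with a one-sided exact p of 0.133, 0.133 and 0.0667, the last being the smallest that the design allows. At 120 min sulA stood at 5.36 in LBTMP and 3.70 in M9TMPAdAA, and recN at 3.14 and 3.22, while in the static courses M9TMPAA and M9TMP sulA stood at 2.15 and 1.90 and recN at 3.44 and 2.07, so that recN was highest in a static course. A one-sided t-test on the list means at 30 min, where the paper does not state what its t-test was run on, gave a p of 0.0847, and a one-sided test with unequal variances, chosen after the values were seen, gave 0.0409.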

The genes involved in SOS response were observed to be significantly induced in bactericidal conditions as compared to static conditions after 30 minutes of treatment (One-sided t-test p-value = 0.004) and at later time points. No loss of viability was observed in cidal conditions in either media at this time point, indicating that DNA damage precedes viability loss and thus may be causative to cell lethality.

### Genome-wide genetic screen for TMP susceptibility

To complement a genome-wide transcriptional survey, we assessed the relative fitness contribution of individual gene products under TMP stress by using a forward genetic screen. To do so, we used the Keio collection of *Escherichia coli *BW25113 knock-out strains affecting 3985 individual genes [32] to screen for mutants whose growth was resistant or sensitive, as compared to wild-type, to sub-lethal concentration of TMP in LB complex medium. After 24 hours of incubation, the final yield of biomass of the mutants was measured as optical density (O.D.) using a plate reader. Since the mutants were arranged in 96-well plates randomly, outliers on each plate were identified as normalized O.D. readings that deviated significantly from the average on each plate. A list of top 100 resistant and sensitive candidates was assembled from all plates and was compared to a replicate assay. The O.D. of the highest yielding mutants was on average 6-fold higher than that of the lowest mutants in this sub-lethal concentration, and were about 70% higher than the average mutant. A total of 18 and 13 gene knock-outs had reproducible high-yield (enrichment p-value < 10^-16^) and low-yield (p < 10^-6^) phenotypes, respectively, and are listed in Tables 2 and 3.

**Table 2:** List of mutants yielding high biomass in presence of TMP at sub-lethal concentrations in LB medium

Resistant knock-out candidates		
**Gene**	**Gene ID**	**Description**

moaE	b0785	Molybdopterin (MPT) synthase, large subunit; chlorate resistance; dimer of dimers with MoaD
ybhN	b0788	Function unknown
yliE	b0833	Function unknown
ymfQ	b1153	Function unknown
yobG	b1826	Function unknown
yecN	b1869	Function unknown
crr	b2417	Phosphocarrier protein for glucose of the PTS; Enzyme IIA(Glc); formerly EIII(glc)
**recJ**	b2892	Single-stranded DNA-specific exonuclease, 5'-3'
ygjT	b3088	Function unknown; induced by alkali; putative membrane transport or efflux protein
ygjU	b3089	Na+/serine (threonine) symporter
nanA	b3225	N-Acetylneuraminate lyase (aldolase)
yhiP	b3496	Function unknown
uhpT	b3666	Fosfomycin sensitivity; sugar P transport system; transport protein for hexose P's
yiiQ	b3920	Function unknown
**uvrA**	b4058	Excision nuclease subunit A; repair of UV damage to DNA; LexA regulon; binds Zn(II)
fimE	b4313	Site-specific recombinase for fimA promoter segment inversion; bias for ON to OFF phase switching
**deoC**	b4381	Deoxyribose-phosphate aldolase; deoxyriboaldolase; binds selenium
**deoA**	b4382	Thymidine phosphorylase

A total of 18 mutants, based on their relatively high biomass yield in presence of TMP, were identified as sensitive candidates. Genes whose functions are related to DNA maintenance and nucleotide salvage pathway are highlighted in bold. Genes are sorted by their Gene IDs.

**Table 3:** List of mutants yielding low biomass in presence of TMP at sub-lethal concentrations in LB medium

Sensitive knock-out candidates		
**Gene**	**Gene ID**	**Description**

**deoR**	b0840	Repressor for deo operon, nupG and tsx; binds deoxyribose-5-phosphate inducer
flgH	b1079	Flagellar synthesis, basal body L-ring protein
fliD	b1924	Hook-associated protein 2, axial family; flagellar regulon
fliI	b1941	Cytoplasmic membrane ATPase involved in flagellar assembly; involved in export of flagellar axial protein subunits
fliN	b1946	Flagellar switch protein
JW5799	-	
mdoH	b1049	Membrane glycosyltransferase
**tdk**	b1238	Deoxythymidine kinase
ycbC	b0920	Function unknown
yciM	b1280	Function unknown
ydhA	b1639	Function unknown
yfgE (hda)	b2496	Required for regulatory inactivation of DnaA; multicopy suppressor of dnaN(ts)
alaS	b2697	Alanine--tRNA ligase

A total of 13 mutants, based on their relatively low yields, were identified as sensitive candidates. Genes whose functions are related to DNA maintenance and nucleotide salvage pathway are highlighted in bold. Genes are sorted by their Gene IDs.

The gene *tdk *encodes thymidine kinase, which converts thymidine to thymidine monophosphate dTMP (Figure 1). In the absence of *tdk*, cells exclusively rely on tetrahydrofolate dependent conversion of dUMP to dTMP, which is inhibited during TMP treatment. Cells without *tdk *should be therefore unable to grow, and indeed a *tdk *knock-out was identified as a sensitive mutant in the assay. This was verified by the observation of rapid loss of viability of *tdk *mutant after 50 μg/ml TMP addition in liquid culture (data not shown). Other mutants imparting sensitivity to TMP included several knock-outs of the genes of chemotaxis pathway (*fliD, fliL, fliN, flgH*) and of *hda*, a regulatory inhibitor of the replication initiator protein DnaA. Inactivation of Hda is a major cause of DnaA-dependent over-initiation of the chromosomal replication [38], and recent studies have proposed a link between aberrant DNA replication initiation and TLD [37,39,40]. High-yielding mutants could in principle be genuine TMP resistant mutants or strains filamenting in the presence of the drug. Among these mutants were knock-outs of *uvrA*, a nuclease component of the nucleotide excision repair, and of *recJ*, a single strand DNA exonuclease. A loss of *recJ *function was reported to alleviate the lethal effect of the thymine starvation [37,39,41], which is believed to be the primary bactericidal mechanism of TMP. Knock-outs of two of the genes involved in deoxypyrimidine nucleotide salvage pathway, *deoC *and *deoA*, were found to be among resistant candidates, whereas a knock-out of the repressor of the *deoCABD *operon, *deoR*, was found to be more susceptible to TMP. *deoC*, *deoA *and *deoR *mutants grew in LB without the drug as well as their isogenic parental strain. Of note, the *deoCABD *operon was down-regulated during LBTMP treatment and was among the top down-regulated gene sets/pathways in the condition. This enrichment of a single metabolic pathway and its regulator in the TMP phenotypic screen along with its transcriptional signature, and given the central role of the pathway in the conversion of thymidine and uridine nucleosides into nucleotides, led us to investigate these genes in more detail.

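All 4 genes of the deo operon stood below their 0 min level at every time in LBTMP, and deoC and deoA had the lowest course means. The aldolase gene deoC stood at -1.04 at 10 min, -1.49 at 30 min, -1.02 at 60 min and -2.67 at 120 min, and deoA at -1.06 and -2.13 at the first and last of these times. Both met the size rule. The phosphopentomutase gene deoB was at -0.31 at 10 min, -1.13 at 60 min, below deoA and deoC at that time, and -0.81 at 120 min, and deoD at -0.14 at 10 min and -1.45 at 120 min. In M9TMP the operon stood above 0 at the same times, with deoB at 1.09 and deoC at 0.64 at 120 min. The level of deoR, the repressor of the operon, lay between -0.15 and 0.34 in LBTMP. No test was possible for a single course.

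**Figure D2:**
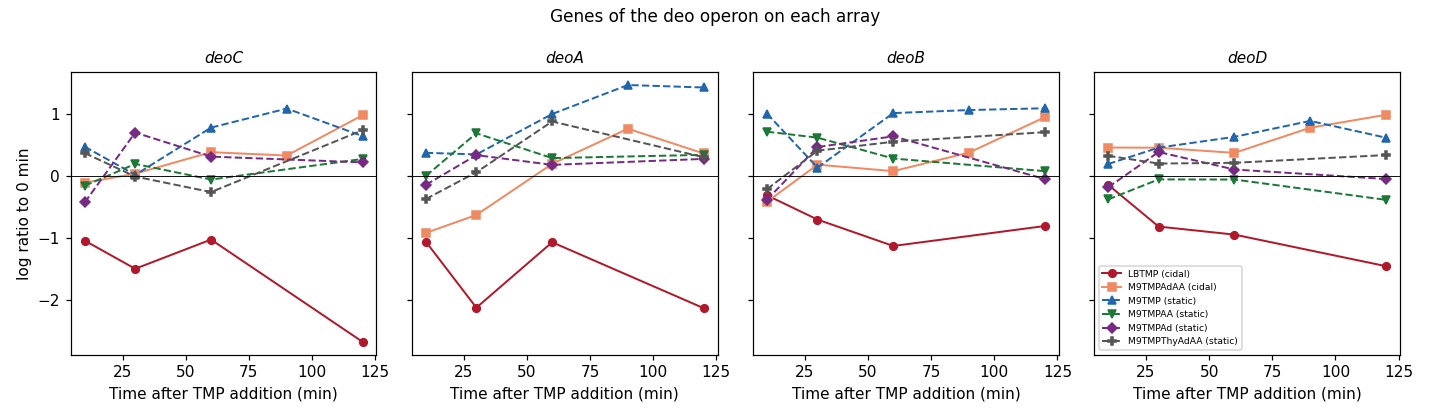
Log ratio to 0 min (vertical axes) of deoC, deoA, deoB and deoD against minutes after TMP (horizontal axes). Each line is 1 course, solid for the 2 cidal and dashed for the 4 static courses.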

The *deo *operon consists of genes encoding deoxyribose-5-phosphate aldolase (Dra/DeoC), thymidine phoshphorylase (Tpp/DeoA), pentophoshomutase (DeoB) and purine nucleotide phosphorylase (Pnp/DeoD). DeoA catalyzes the reversible interconversion between thymine and thymidine and between uracil and deoxyuridine. The deoxyribose sugar donor is deoxyribose-1-phosphate, which is converted to deoxyribose-5-phosphate (dR5P) by DeoB, and which is then degraded to glycolytic intermediates by DeoC. The operon is under negative control by DeoR. In the presence of metabolic intermediate dR5P, the *deo *operon is derepressed, leading to increased activity of the salvage pathway [42,43]. The knock-out mutations in the *deo *genes were transferred into MG1655 background by P1 transduction (Methods). First we examined if the growth phenotype of *deo *mutants translated into viability phenotypes in LB medium (Figure 4A). Viability of exponentially grown wild-type *E. coli *MG1655 treated with TMP at 50 μg/ml could be described by a typical by-phasic curve: a prolonged (120 min) lag followed by an exponential killing phase, with 17% of initial colony forming units (CFU) remaining after 3 hours of treatment. The cell mass (O.D.) typically increased 2-4 fold due to cell filamentation (Additional File 7). In comparison, MG1655 *deoA^- ^*culture retained 83% of the pre-treatment CFU's at the same time, and a *deoC^- ^*culture grew more than 400% of its original CFU's indicating nearly complete masking of the TMP effect. In contrast, a *deoR *knock-out sensitized this strain to the drug, resulting in 97% killing after 3 hours. In a complex medium, bacteria can access extracellular nucleotides and other precursors. It has been shown that the effect of TMP depends on the presence of these precursors in the medium [44]. To check for phenotypes of the *deo *mutants in a defined minimal medium, we grew cells in M9 supplemented with glucose at 0.4% and each of the folate dependent metabolites methionine, glycine and adenosine at 50 μg/ml. Upon treatment with TMP (50 μg/ml), the *deo *mutants exhibited the phenotypes opposite to those observed in LB, i.e. *deoC*^- ^and *deoA*^- ^mutants were much more sensitive (6.3% and 3.1% surviving CFU, respectively) after 3 hours of treatment compared to wild-type (44%), whereas *deoR*^- ^showed an intermediate phenotype with 18% survival (Figure 4B, Additional File 7). Addition of thymine (thymidine for *deoA^-^*) rescued these mutants from TMP. In both conditions, loss of CFU's was accompanied by cell filamentation, indicating a block in cell division (data not shown). In this assay, addition of TMP appeared to have produced a phenocopy of inactivation of thymidylate synthase, ThyA, which is required for conversion of dUMP to dTMP, by starving it for the essential methyl group donor, CH_2_-THF.

**Figure 4:**
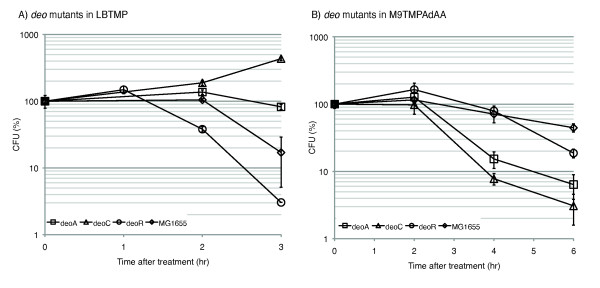
**Viability phenotypes of *deo^- ^*and *thyA^-^deo^- ^*mutants in LB and M9 media**. A) Mutants in *deoC *(Δ)*, deoA *(□) and *deoR *(○) and wild-type *E. coli *MG1655 (◇) were treated with 50 μg/ml of TMP in LB medium. Viability was tracked by counting CFU's (on LB plates after 16-hr incubation at 37°C) in the cultures sampled at 1, 2 and 3 hours of the treatment. B) In minimal media with supplements M9TMPAdAA.

Thus the effect of the *deo *mutations on TMP activity falls into two categories. One - affects thymidine and thymidine/thymine scavenging from the reach medium. In this category, *deoC^- ^*and *deoA^- ^*mutant cells were less susceptible to the drug than the wild type under the same treatment conditions by improving anabolism of the nucleoside/nucleotide, and *deoR^- ^*made cells more susceptible to TMP by de-repressing the thymi(di)ne catabolism. Another - affects catabolism of dUTP/dUMP/dU. In this category, both *deoC^- ^*and *deoA^- ^*mutants were more susceptible to the drug action in the minimal medium, where bacteria "relies" solely on *de novo *pyrimidine synthesis. In more detail, the phenotypes of the *deo *operon may be understood by examining the nucleotide salvage pathway (Figure 5). In the presence of exogenous deoxyribose pyrimidines, the pathway catabolizes the ribose sugars to form glyceraldehyde-3-phoshpate and acetaldehyde to be used in central carbon metabolism. However, during thymine starvation in *thyA*^- ^mutants and TMP treatment, the cell salvages thymine, or thymidine, from the medium using dR1P. In LBTMP condition, CH_2_-THF will eventually deplete as cells run out of folate dependent metabolites, causing dTMP (and hence dTTP) insufficiency. LB medium contains thymidine (as ascertained by the sustained growth of *thyA*^-^*deoA*^- ^and *thyA*^- ^strains in the medium), which is utilized. However, since thymidine is catabolized to dR1P and its catabolic products, the equilibrium of thymidine/thymine reversible conversion by thymidine phosphorylase (DeoA) should be shifted toward thymidine catabolism. Since thymidylate is catabolized, cells eventually starve for dTTP and lose viability. 

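In LBTMP deoA, udp and cdd stood below their 0 min level at every time, while tdk and yjjG lay nearer to it or above it. At 30 min deoA stood at -2.12, udp at -2.22 and cdd at -1.86, and udp and cdd were below -1 at every time. The deoD gene was at -0.94 at 60 min. The thymidine kinase gene tdk lay between -0.37 and 0.079, the dUMP phosphatase gene yjjG between 0.10 and 0.50, and the thymidylate synthase gene thyA was at 0.23 at 10 min and at -0.77 at 60 min. The gene of dihydrofolate reductase, folA, the target of TMP, stood at -0.65 at 10 min and -0.38 at 120 min. These are single values of 1 culture.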

The *deo *operon is down-regulated in the LBTMP condition as compared to before treatment, suggesting depletion of dR5P caused by utilization of dR1P by thymine to replenish thymidine for dTTP synthesis. In the absence of functional *deoA*, cells are able to utilize all the thymidine in the medium for dTTP synthesis, since it cannot be catabolized to thymine. Furthermore, when *deoC *is mutated, not only is thymidine not catabolized, the accumulation of dR5P may also derepress *deoA *to allow the scavenging of thymine from the medium. This explains the refractory nature of the *deoC *and *deoA *mutants to TMP in LB. It is likely that once thymidine is exhausted from the medium, cells may continue on their bactericidal trajectory provided they sustain continued growth in the presence of other folate dependent metabolites, and provided TMP is effective in inhibiting DHFR. However, when the operon is completely derepressed due to the absence of *deoR*, the cells fail to repress the catabolism of thymidine and they may run out of thymidine quicker than wild-type strain in LB explaining the sensitive phenotype.

**Figure 5:**
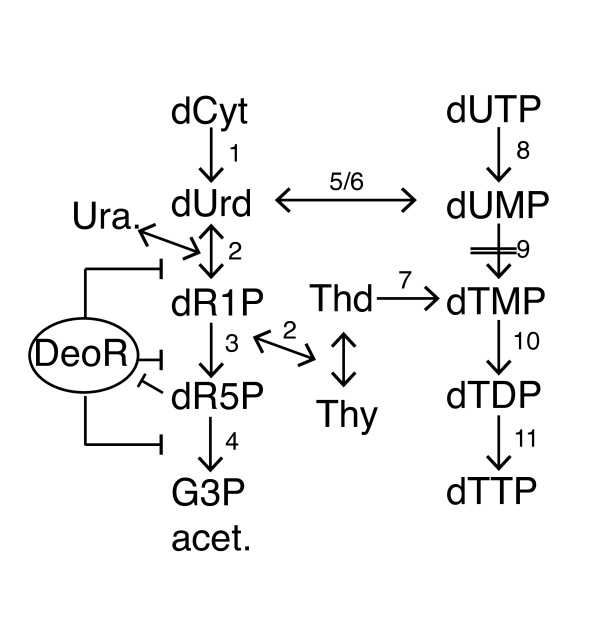
**Schematics of a pyrimidine salvage pathway**. Model of deoxyribose nucleotide salvage pathway. Double dashed line indicates block in a pathway due to gene deletion or in case of pathway 9 (dUMP → dTMP), block in pathway due to starvation of cells for essential cofactor tetrahydrofolate (not shown) by TMP treatment. Thymine and thymidine represent external metabolites transported from the media. Genes associated with pathways: 1 - cdd; 2 - deoA; 3 - deoB; 4 - deoC; 5 - tdk; 6 - yjjG; 7 - tdk; 8 - nudI/dut; 9 - thyA; 10 - tmk; 11 - ndk. Abbreviations: dCyt: deoxycytidine; dUrd.: deoxyuridine; Ura. - uracil; dR1P - deoxyribose-1-phosphate; dR5P: deoxyribose-5-phosphate; G3P/acet.: glyceraldehyde-3-phophate/acetaldehyde; Thd - thymidine (external); Thy - thymine (external).

In minimal medium supplemented with amino acids and purine, cells cannot utilize exogenous thymine or thymidine like in LB. dTTP depletion during thymine starvation induces the ribonucleoside-diphosphate reductases, which increases flux through the dTTP biosynthetic pathway and causes an accumulation of dCTP and dUMP [45,46]. 

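In M9TMPAdAA the ribonucleotide reductase genes nrdA and nrdB were below their 0 min level in the first hour and above it late. The log ratio of nrdA was -0.48 at 10 min, -0.39 at 30 min, -0.66 at 60 min, 0.23 at 90 min and 1.30 at 120 min, and that of nrdB was -0.48, -0.34, -0.15, 0.29 and 0.99. Their means over 10, 30, 60 and 120 min were -0.055 and 0.004. In LBTMP nrdA was at -2.47 and nrdB at -1.31 at 120 min. The 8 genes of the ribonucleotide reductases had a mean of -0.36 in the cidal and 0.13 in the static courses, a difference with an exact permutation p of 0.133 (two-sided). Its adjusted p was 0.0458 by camera with the preset correlation, and adjusted p = 0.695 with an estimated correlation, and 0 of the 8 passed when adjusted over the list alone. It rests on LBTMP, as it was -0.49 over all courses and -0.058 without LBTMP.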

In M9TMPAdAA condition, we see an up-regulation of the *nrdAB*, genes (log-ratio > 0.5) responsible for the reduction of pyrimidine ribonucleotides to dUTP, indicating that similar conditions may exist during this treatment. The excess accumulated dUTP can then get incorporated into DNA or can be degraded to dUMP and further to deoxyuridine and dR1P via the dUMP phosphatase YjjG [42,43,47]. During thymine starvation, excess ribose sugar is secreted into the medium, particularly in *deoC*^- ^mutants [48]. In a *deoA*^- ^mutant, the cells lack the ability to degrade deoxyuridine and this may lead to the increased accumulation of dUMP and dUTP in the cells, possibly due to the conversion of the accumulated deoxyuridine to dUMP via thymidine kinase [49].

Similarly, in *deoC*^- ^mutant, dUMP cannot be catabolized leading to dUTP accumulation. The slight difference in sensitivity in *deoA *and *deoC *to TMP (Figure 4B) could be attributed to the activity of uridine phosphorylase (Udp) which also degrades deoxyuridine at much lower rate than DeoA [50]. Finally, the *deoR*^- ^mutant should be similar to the wild-type since in the wild-type, the *deo *operon is derepressed due to accumulation of dR5P, and the loss of viability in *deoR *is similar to that in the wild-type strain.

In the current study, we observed that the kinetics of killing by TMP was similar to that by thymine starvation: 1-2 hour lag is followed by a relatively rapid loss of viability. Moreover, induction of the SOS response in both conditions occurred in the first half of the lag stage, indicating that DNA becomes damaged long before the cells loose their ability to divide. The duration of the lag stage can in principle be determined by two factors: 1- the time it takes for dTTP to drop below a certain level to cause replication fork arrest; 2 - the time it takes for DNA damage to become irreversible. While the first factor can be postulated *a priori*; the second is derived from the observation that the loss of RecA or RecBC function shortens or eliminates the lag [41], suggesting that double-strand break repair pathway has a capacity to reverse some effects of the starvation. It is likely that the shortening of the lag in a *deoR*^- ^mutant in the rich medium was due to faster depletion of the dTTP pool, and the phenotype of *deoC*^- ^and *deoA*^- ^mutants in the rich medium can be viewed as an extension of the lag stage due to the pool maintenance in the mutant cells effectively scavenging thymi(di)ne. When both dTTP and dUTP pools become fully exhausted, DNA damage becomes persistent and its processing by some repair enzymes makes the damage irreversible. Cells from this stage in the thymineless death pathway cannot be recovered and that accounts for a rapid decline in viability. In support of this view, mutants that can't process initial DNA damage, e.g., *recF^-^*, loose viability at a much-reduced rate following the lag [39,41].

It appears that the primary factor in establishing the rate of starvation-induced killing is a number of chromosomal replication events in a bacterial population. The higher the rate of initiation and the greater the number of growing replication forks per chromosome, the higher the probability of the irreversible chromosomal collapse [40]. In principle, if the dTTP pool is efficiently replenished with dUTP, that would prevent replication fork arrest (at least in the current replication cycle) and thus would reduce the probability of the subsequent chromosomal collapse. Such replenishment does not happen under conventional thymine starvation in *thyA *auxotrophs because of the activity of dUTPase, which efficiently hydrolyzes dUTP to dUMP and PPi [51] and because of the yjjG-deo pathway, which catabolizes excess dUMP and dU [42,43,47]. That is probably why the thymineless death triggered by thymine starvation in thymidylate auxotrophs is not affected by the activity of uracil-N-glycosyase, the first enzyme in the uracil base excision pathway [41,52]: although uracil may be occasionally found in DNA from some mutant TLD cells, its post-replicative excision would not matter much since the chromosome would be already on its way toward collapse from the fork arrest, i.e., for uracil to be incorporated in a part of DNA, the replication fork must traverse that part of DNA in the template, incorporation of U signifies exhaustion of dTTP and since dUTP are readily hydrolyzed, the fork that started incorporating U's is subject to an eminent arrest. As a result, the kinetics of the viability loss would be determined by the frequency of fork arrests and not by the frequency of other DNA lesions.

However, in the conditions that maybe prone to a slower exhaustion of the dTTP pool, due to indirect or limited inhibitory effect on the thymidylate synthase and/or significant increase of dUTP over dTTP, incorporation of uracil may become a factor in determining the outcome of dTTP starvation. For example, chromosomes that are fully replicated in the presence of sufficient dUTP may eventually collapse as a result of uracil excision repair, which could be initiated but not completed in the absence of dTTP or dUTP. That appears to be the case in yeast treated with the antifolate inhibitor aminopterin [53] and in animal cells treated with the antifolate drug methotrexate [54]. We argue that at least in *deoC*^- ^and *deoA*^- ^cultures treated with TMP, a fraction of cells can complete the ongoing rounds of DNA replication, using dUTP in combination with slowly decaying dTTP supply, and these chromosomes would collapse primarily because of uracil processing and not because of replication fork arrest. Consistent with that is the observation that the lag stage was not affected in the *deoC*^- ^and *deoA*^- ^mutants; instead, the loss of viability was relatively accelerated in these mutants - pointing at an additional source(s) of irreversible DNA damage. It is possible that TMP treatment of *E. coli*, independent of the growth medium and similar to anti-folate treatments in higher organisms, results in dUTP levels sufficient to support DNA replication. Processing uracil out of such DNA with UNG would be detrimental to the cells. This assertion is supported in part by our observation that an *ung*^- ^mutant yielded in our screen 3 times as much biomass as an average strain (data not shown) and by observations from a chemical genomics screen where *dut*^- ^and *ung*^- ^mutants showed fitness defect, while *dcd*^- ^showed fitness advantage in response to the TMP treatment [55]. Thus, it is likely that depending on the mechanism of thymine starvation (TMP versus direct thymidylate deficiency) and despite apparent similarities between them, different components of DNA metabolism may contribute to the starvation outcomes.

## Conclusion

Treatment of E. coli bacteria with the antibiotic Trimethoprim results in regulatory responses that can be associated with the drug mechanism as well as treatment conditions. Depending on the treatment condition, the drug can have bacteriostatic or bactericidal effect. The DNA damage response can be used to discriminate between the bacterial killing, which is preceded by the damage response, and the bacteriostasis, during which the damage response does not develop. The drug induces DNA damage at the beginning of the characteristic lag stage of the treatment. Mutations in the deoxyribose nucleotide salvage pathway can affect duration of the lag as well as the rate of killing. The duration of the lag is likely determined by the capacity of the cells to buffer the effect of thymine starvation caused by the drug, e.g., through dTTP pools. The rate of killing, however, is determined by the distribution of drug sensitivities across a bacterial population. The sensitivity of individual cell in turn should be determined by its stage in the replication and division cycles. We speculate that Trimethoprim, by affecting replication and possibly division cycles, makes uracil incorporation into DNA an important source of the offending lesion in the drug-induced thymine starvation.

## Authors' contributions

DS performed the genetic screen, analyzed the data and co-wrote the manuscript. ZZ performed the microarray experiments. AK conceived of the study and co-wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Gene Sets**. A list of gene sets used in the analysis and individual genes that make up sets. The file contains two excel sheets: "Gene Sets" enumerates all classified sets; "Gene Set membership" classifies genes into sets: 1 - a member, 0 - not a member. Click here for file

Additional file 2 **Analysis code**. R code used for the analysis of the data and tools for retrieving individual gene set scores and generating plots. Click here for file

Additional file 3 **Coefficients of a set score linear model on individual supplements**. Set scores and set coefficients obtained from the linear model employed to assess the effects of individual supplements (as described in main text). Click here for file

Additional file 4 **Gene Sets associated with the lethality phenotype**. List of gene sets up-regulated in bacteriostatic or bactericidal conditions along with their linear model coefficients. Click here for file

Additional file 5 **Plots of gene set scores associated with the lethality phenotype**. Boxplots identifying the set score differences between static and cidal conditions. Click here for file

Additional file 6 **Comparison of non-parametric (AUC) and parametric (linear model FDR) significant tests for sets**. Scatter plot of AUC scores and False Discovery Rates (FDR) from the linear model indicating strong correlation between the two measures of association between set scores and cell phenotype. Click here for file

Additional file 7 **O.D. values of *deo *mutants after TMP treatment in M9 and LB media**. A) LBTMP treatment. Increase in O.D. (600 nm) after 50 μg/ml TMP treatment of wild-type MG1655 strain (blue), *deoA *(red), *deoC *(green) and *deoR *(purple) knock-out mutants in LB medium. TMP was added to respective cultures grown from overnight inoculum to mid-log phase in LB medium at O.D. 0.37-0.42 (Time 0 hr). B) M9TMPAdAA treatment. Increase in O.D. (600 nm) after 25 μg/ml TMP treatment of wild-type MG1655 strain (blue), *deoA *(red), *deoC *(green) and *deoR *(purple) knock-out mutants in M9 medium. TMP was added to respective cultures grown from overnight inoculum to mid-log phase in M9 medium at O.D. 0.25-0.35 (Time 0 hr). Click here for file

# Supplementary material for: The association of DNA damage response and nucleotide level modulation with the antibacterial mechanism of the anti-folate drug Trimethoprim
**Source:** BMC Genomics. 2011 Nov 28;12:583. doi: 10.1186/1471-2164-12-583

5.8_SOS_response_

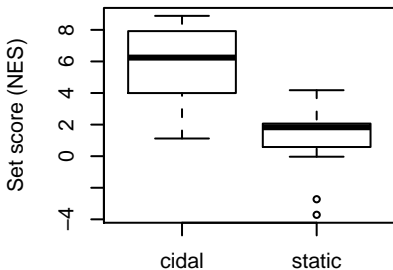

1.5.2.2_Pyrimidine_biosynthesis_

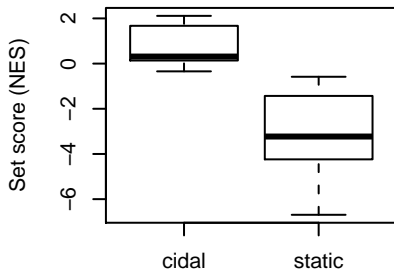

2.1.4_DNA_repair_

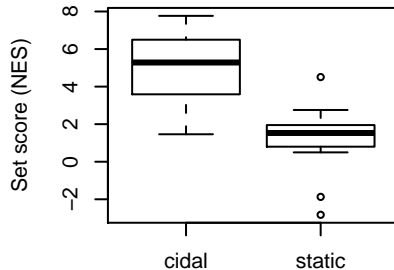

2.3.8_Ribosomal_proteins_

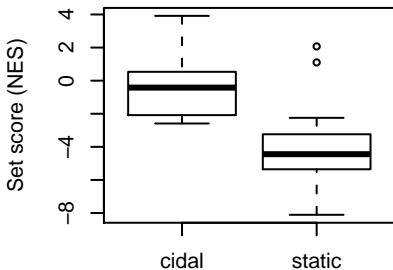

LexA

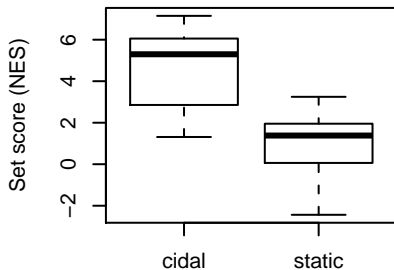

2.3.2_Translation_

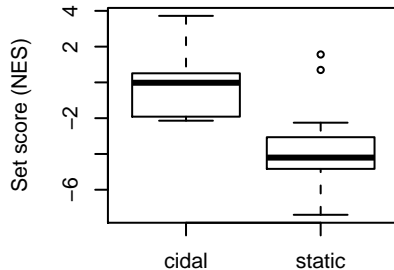

PurR

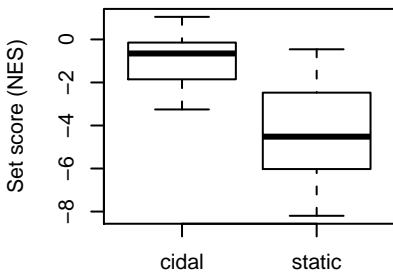

6.6_Ribosome_

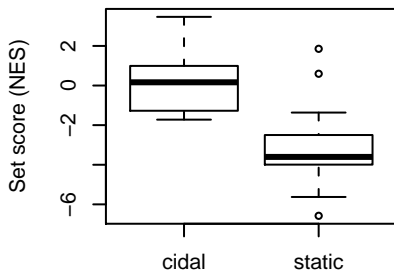

1.5.3.14_Enterochelin_(enterobactin)_

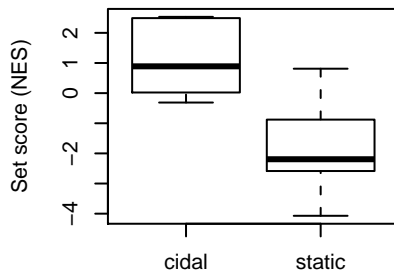

2.3.9_Non-ribosomal_peptide_synthetase_

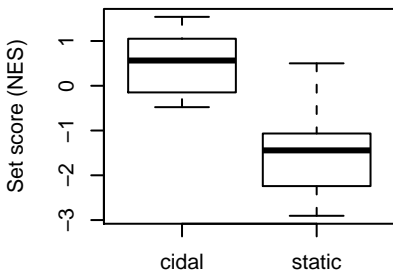

2.1.3_DNA_recombination_

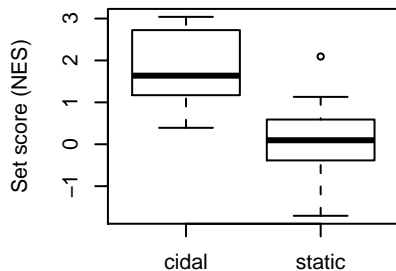

ArgR

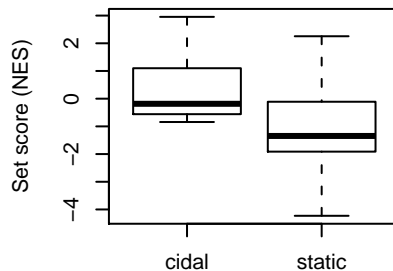

Nac

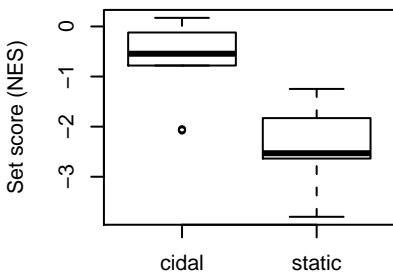

SoxS

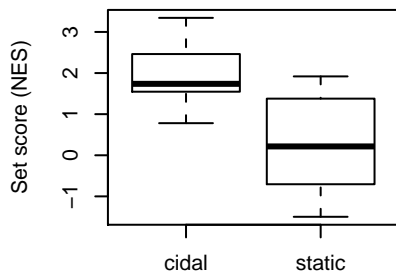

2.1.1_DNA_replication_

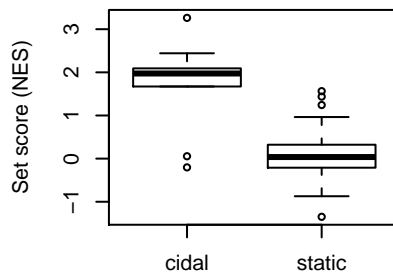

1.5.2.1_Purine_biosynthesis_

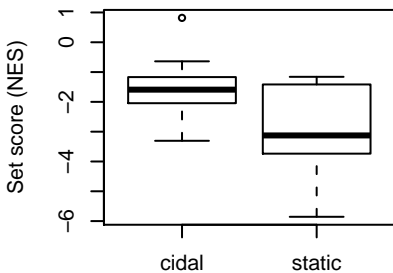

8.4_Colicin_related_

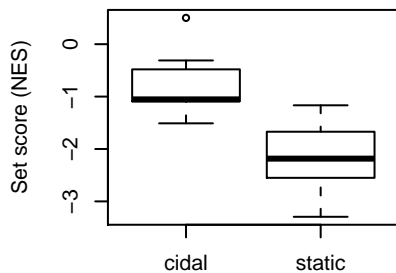

5.6.1_Radiation_

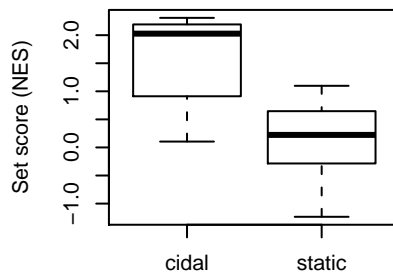

OxyR

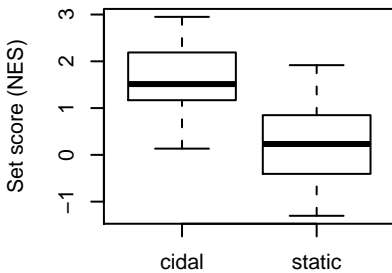

MarR

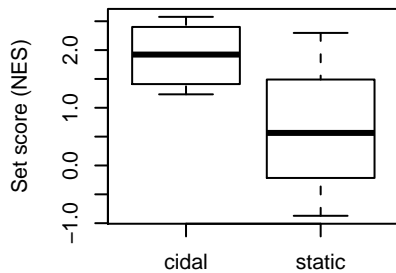

CysB

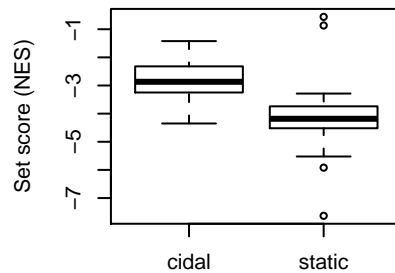

2.2.2_Transcription_related_

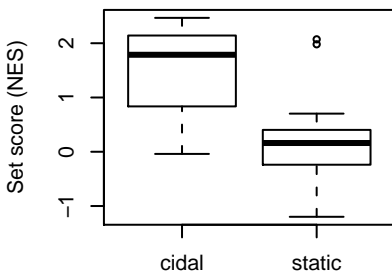

7.2_Periplasmic_space_

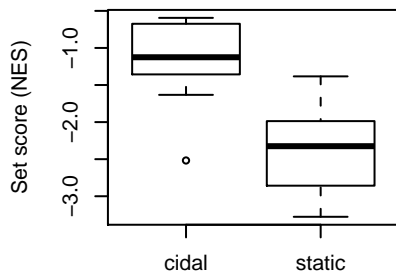

1.8.3_Nitrogen_metabolism_

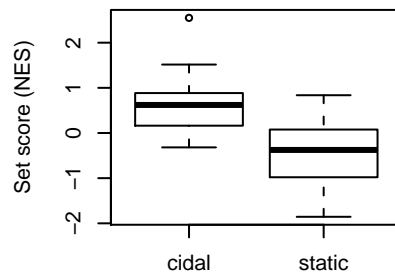

Cofactor_synthesis

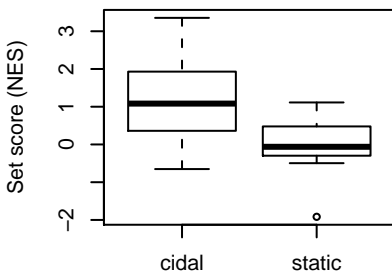

1.7.19_Incorporation_of_metal_ions_

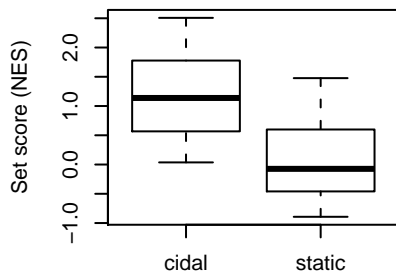

Supercoiling_sensitive_genes

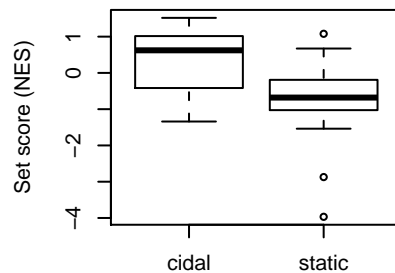

NanR

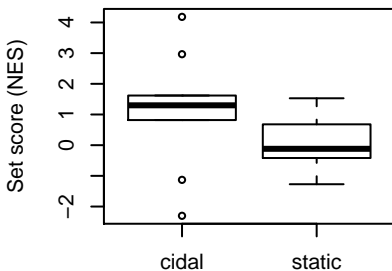

4.S.75_glutamate/aspartate_

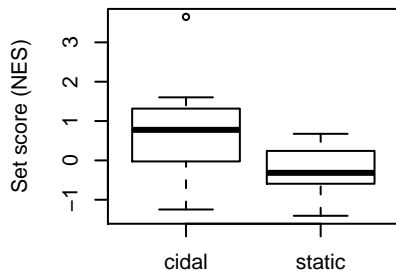

BirA

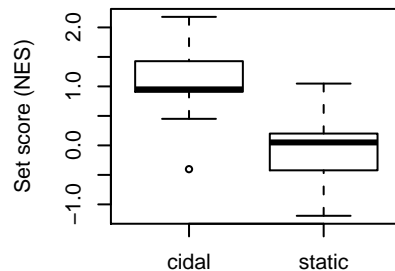

3.1.3.1_Translation_attenuation_and_efficiency_

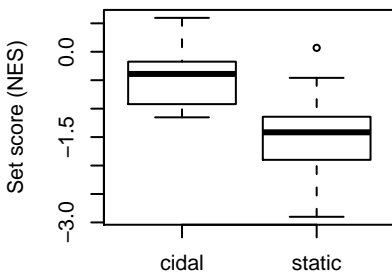

4.S.56_ferric_enterobactin_

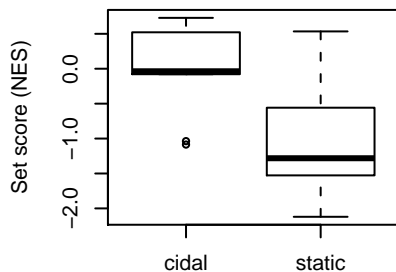

H+/Na+-translocating_F-,_V-_and_A-type_ATPase_(F-ATPase)

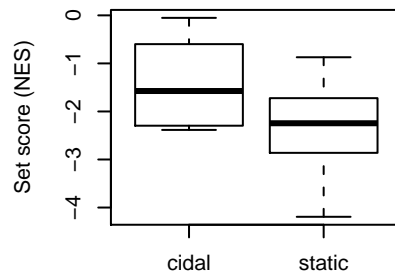

1.5.3.8_Thiamine_(Vitamin_B1)_

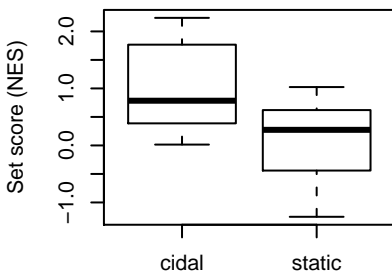

1.5.1.12_Cysteine_

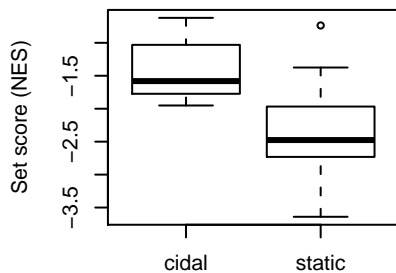

1.5.1.2_Glutamine_

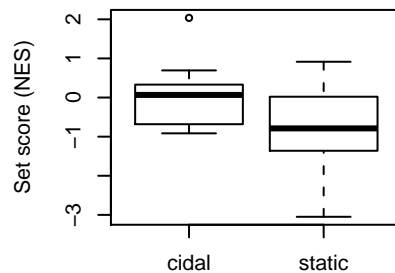

3.1.2.3_Repressor_

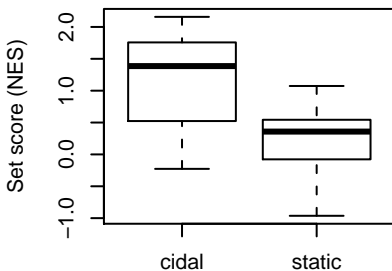

1.3.8_ATP_proton_motive_force_interconversion_

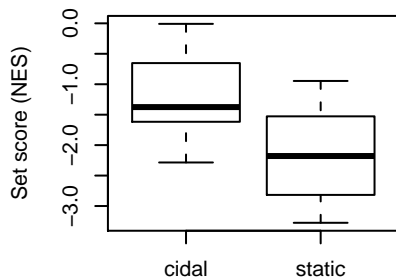

4.3.A.1.p_periplasmic_binding_component_

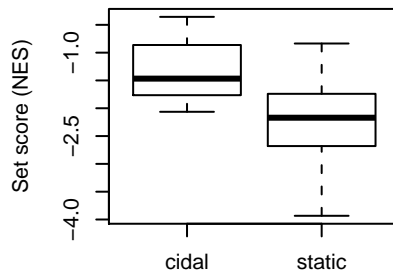

PhoB

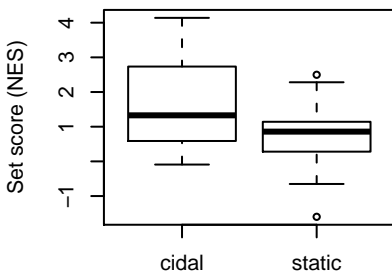

3.1.1.1_DNA_bending_supercoiling_inversion_ 3.2_Regulon_(a_network_of_operons_encoding_related_fun

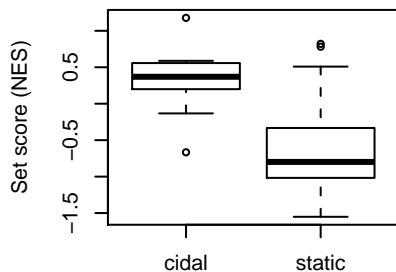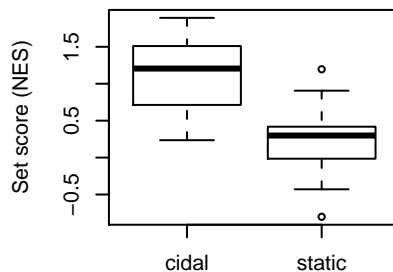

5.6.2_Detoxification_(xenobiotic_metabolism)_

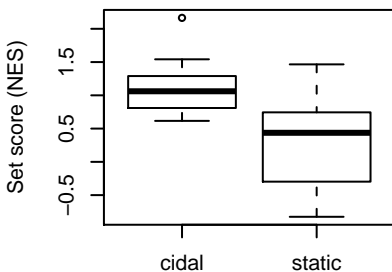

4.S.37_curli_subunit_

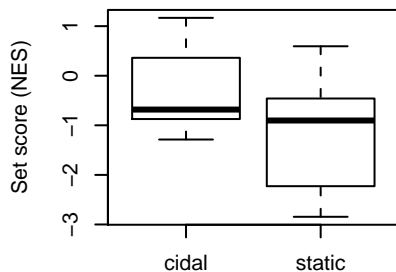

3.1.2.2_Activator_

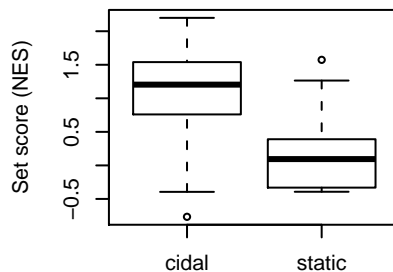

1.5.3.1_Biotin_

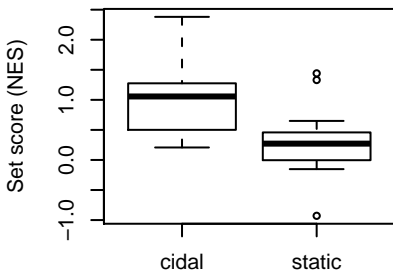

2.2.3_RNA_modification_

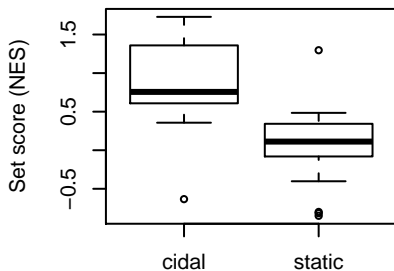

RNA_modification

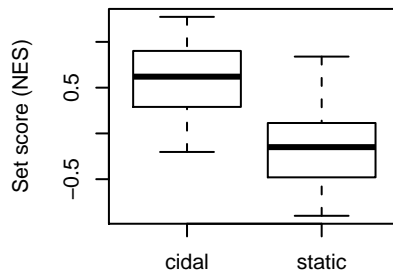

2.1_DNA_related_

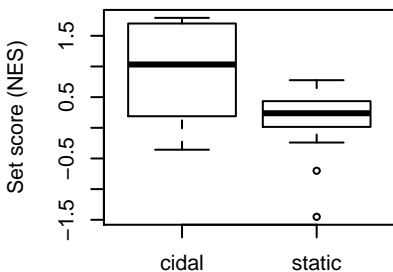

4.S.79_glycine_betaine/choline_

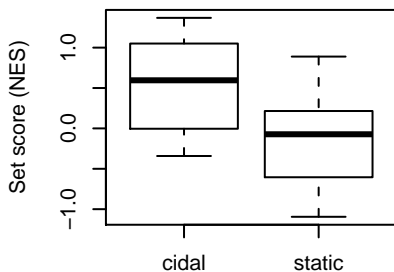

1.6.6_Osmoregulated_periplasmic_glucan_

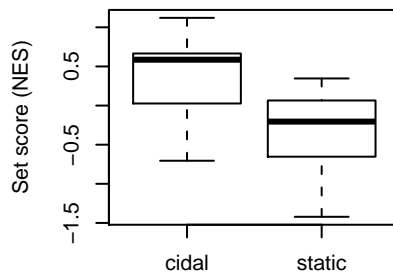

3.1.2.4.3_Two-component_regulatory_systems_(external_s

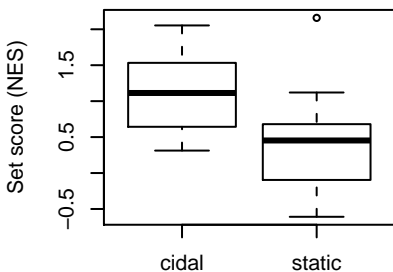

1.7.33.4_Salvage_pathways_of_pyrimidine_ribonucleotic

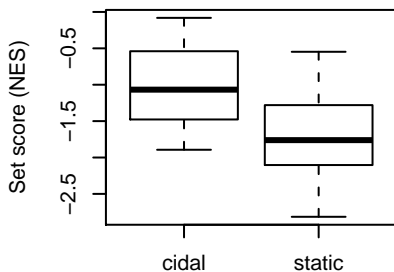

PspF

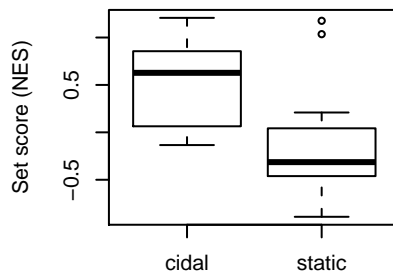

1.1.1.23_Galactose_degradation_

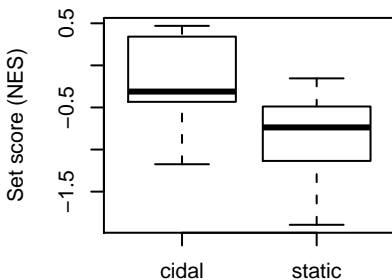

1.7.7_Galactose_metabolism_

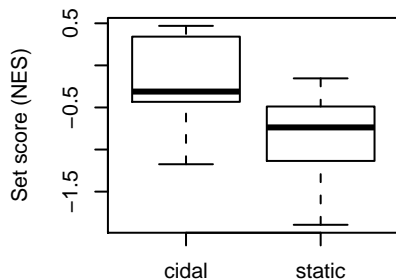

5.12_Biofilm_production_

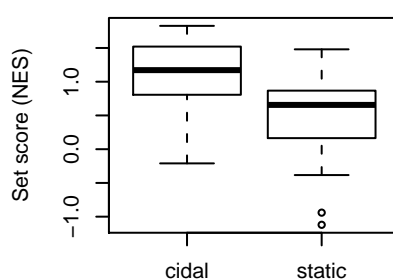

LrhA

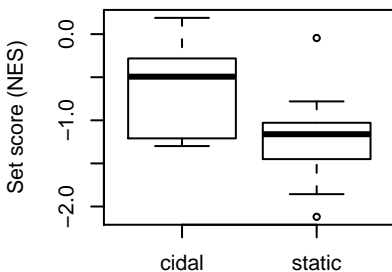

3.1.2.1_Sigma_factors_anti-sigmafactors_

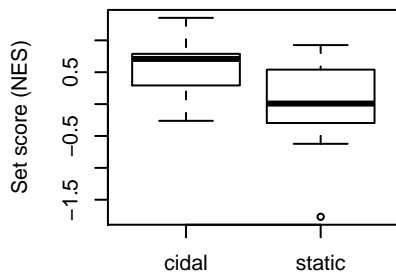

4.S.178_thiosulfate_

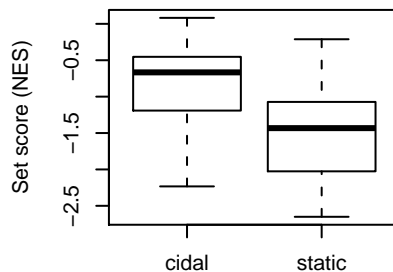

FlhDC

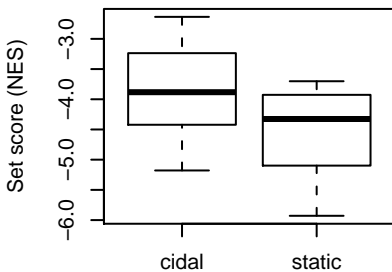

1.7.27_Pyridoxal_5'-phosphate_salvage_

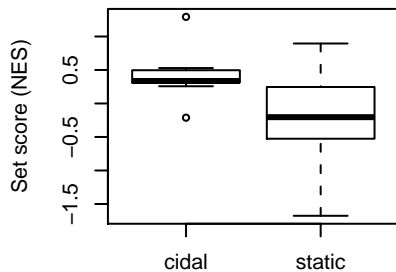

2.2.4_RNA_degradation_

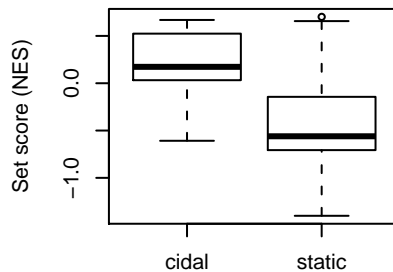

2.1.5_DNA_degradation_

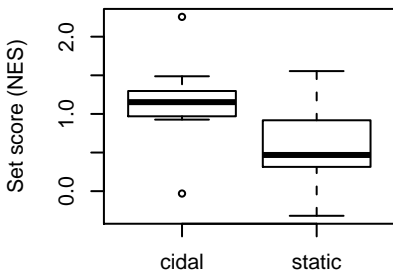

1.5.4.2_Fatty_acidelongation_-_saturated_

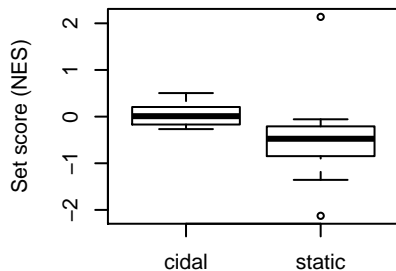

1.2.2_DNA_

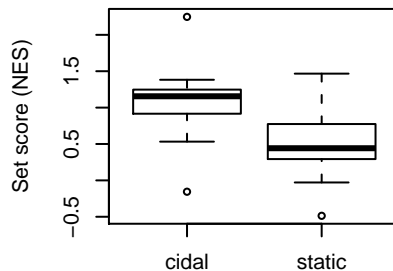

1.6.15.2_Thioredoxin,_glutaredoxin_

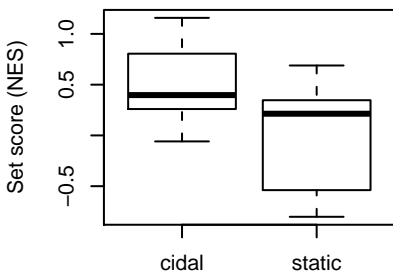

AsnC

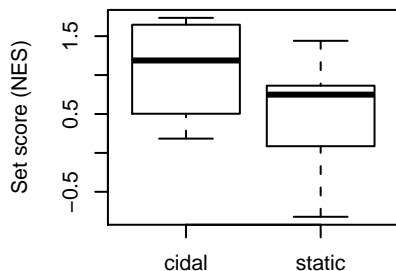

3.1.3.4_Proteases,_cleavage_of_compounds_

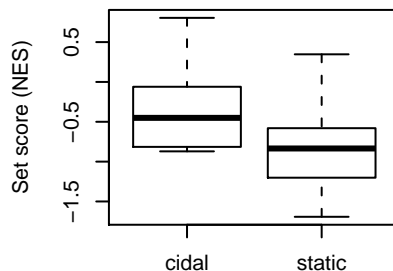

1.5.4.3_Fatty_acid_biosynthesis_---_initial_steps_

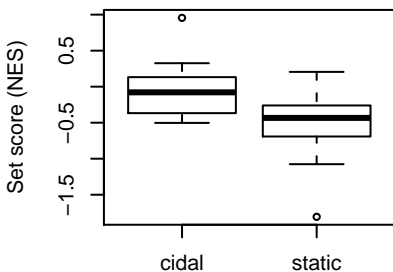

CpxR

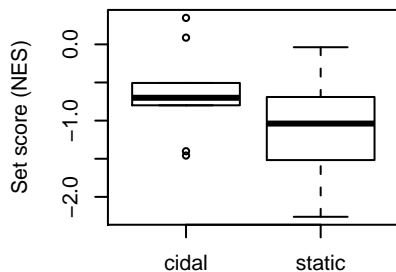

4.2.A.40_The_Nucleobase:Cation_Symporter-2_(NCS2)_F_

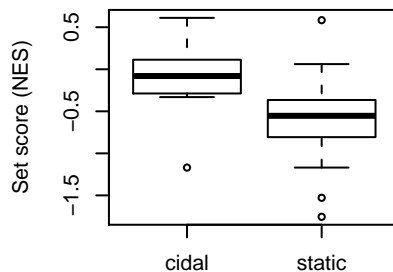

1.1.2.3_Propionate_degradation_

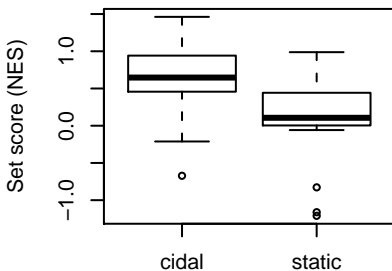

4.S.177_thiamine_

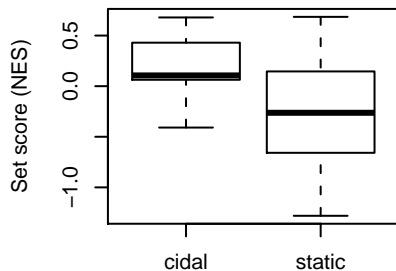

3.3.1_Operon_(regulation_of_one_operon)_

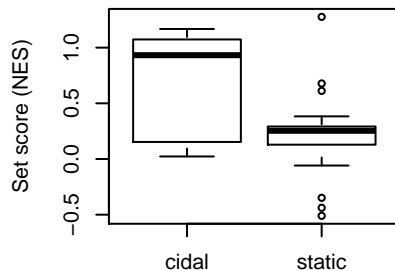

1.3.9_Entner-Doudoroff_pathway_

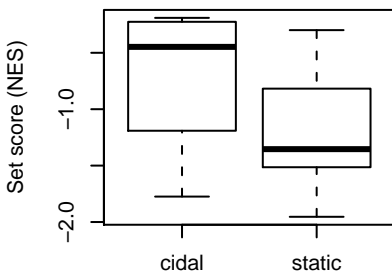

1.5.3.10_Glutathione_

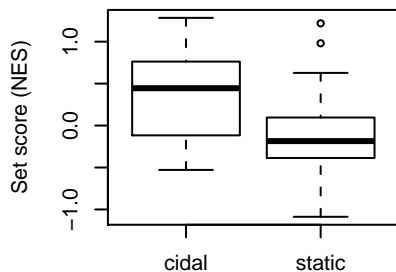

1.5.3.19_Isoprenoid_biosynthesis_

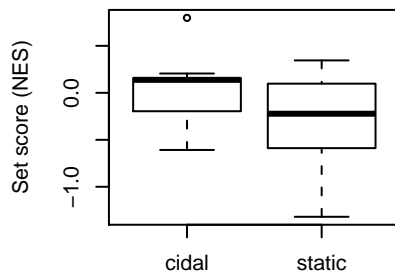

4.S.5_alkanesulfonate_

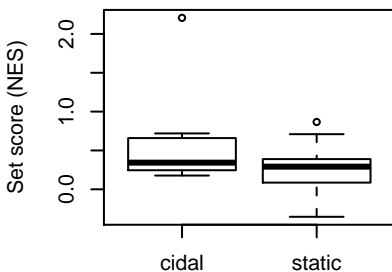

NorR

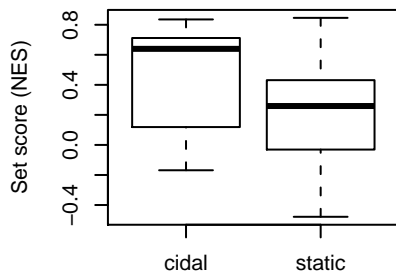

1.5.1.10_Glycine_

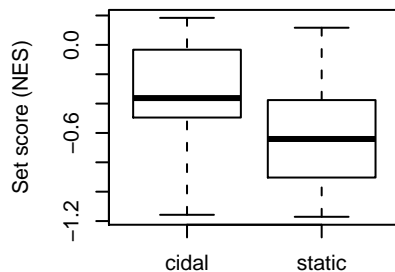

1.1.5_Others_

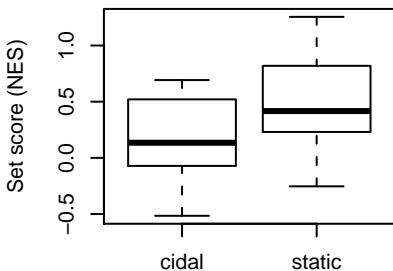

4.S.65_galactitol_

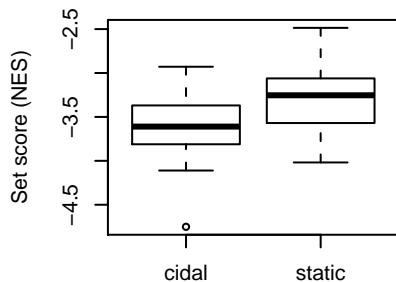

4.S.89_histidine/lysine/arginine/ornithine_

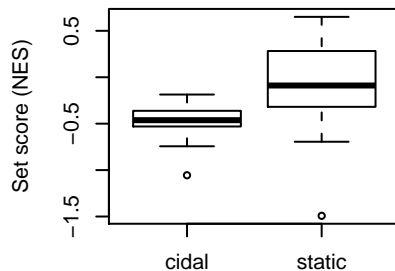

CusR

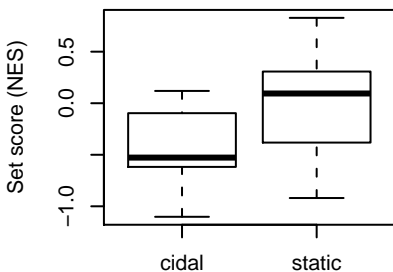

4.8.A.7_The_Phosphotransferase_System_Ezyme_I_(EI)_F

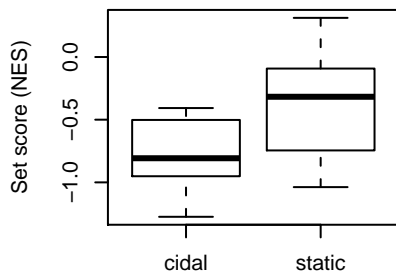

1.6.15.1_Cytochromes_

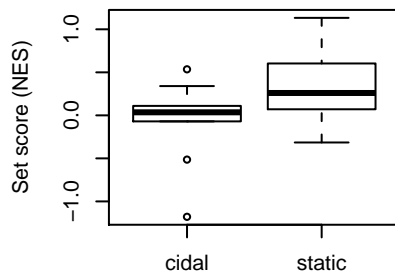

4.2_The_Hydroxy/Aromatic_Amino_Acid_Permease_(HAA)

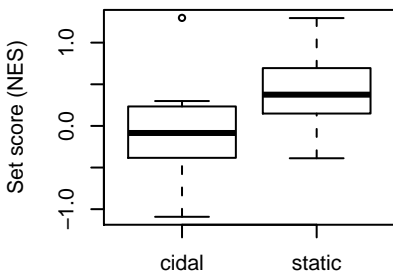

4.2.A.20_The_Inorganic_Phosphate_Transporter_(PiT)_Fa

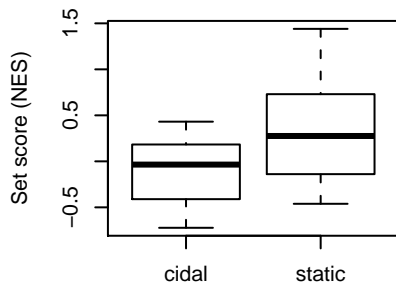

4.4.A_Phosphotransferase_Systems_(PEP-dependent_P

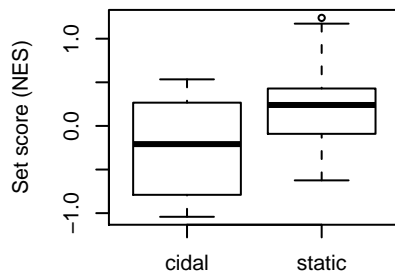

4.4.A.5_The_PTS_Galactitol_(Gat)_Family_

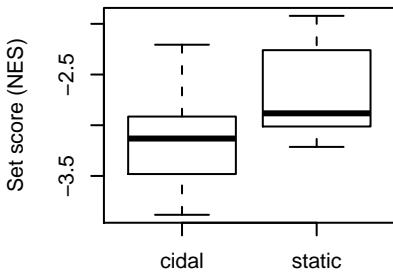

1.1.2.7_Acetoacetate_degradation_

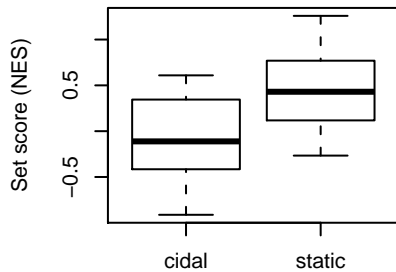

DicA

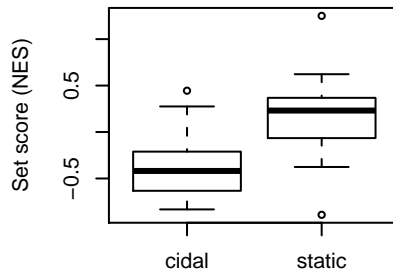

CueR

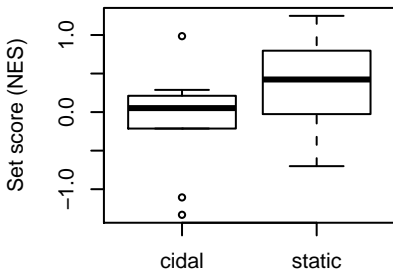

5.5_Adaptation_to_stress_

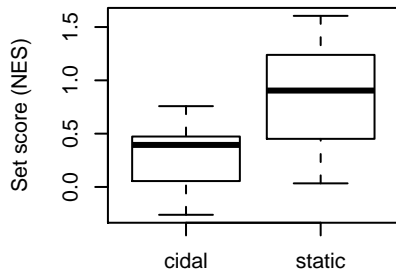

AtoC

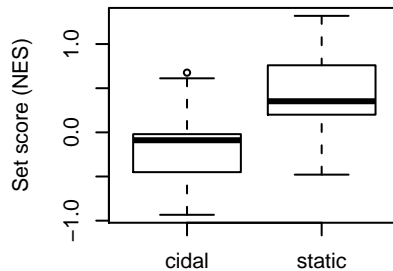

1.4.3_Electron_carrier_

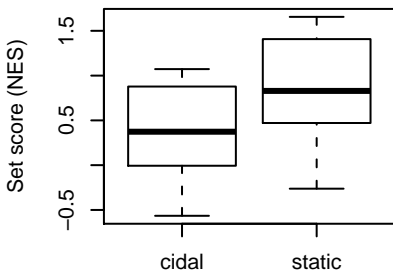

1.7.21_Glyoxylate_degradation_

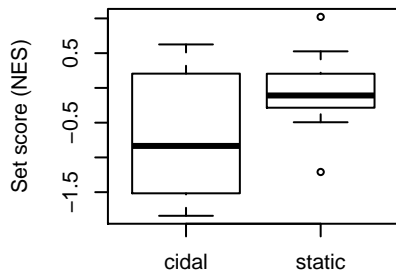

1.6.3.2_Core_region_

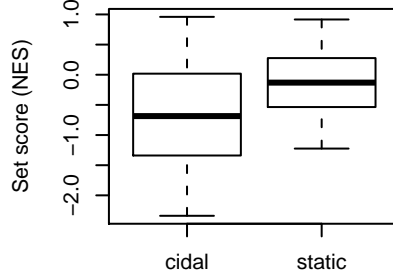

4.S.46_dicarboxylate_

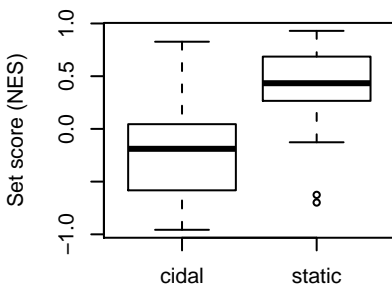

AppY

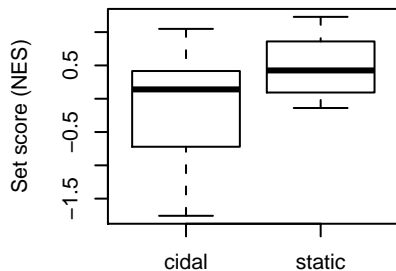

4.2.A.1_The_Major_Facilitator_Superfamily_(MFS)_

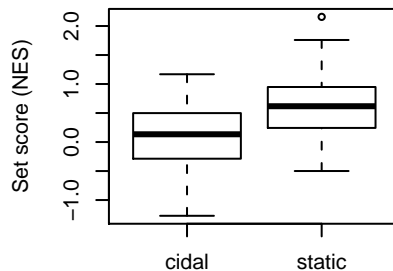

1.1.1.28_L-galactonate_catabolism_

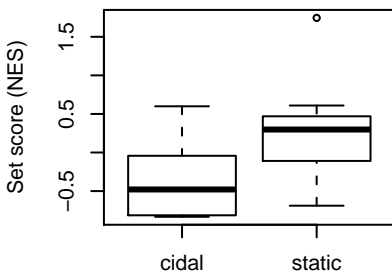

1.1.2.4_Anaerobic_fatty_acid_oxidation_pathway_

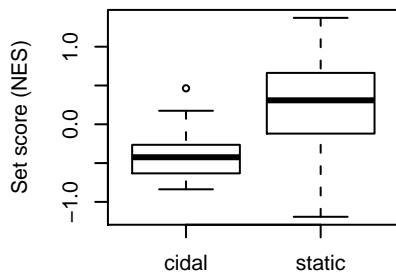

AcrR

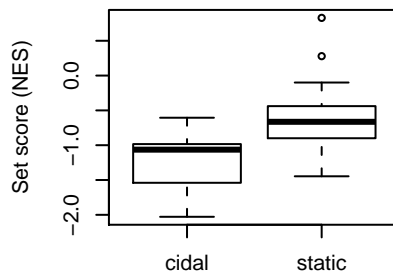

TorR

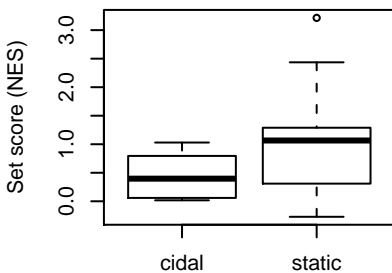

4.S.100_L-arabinose_

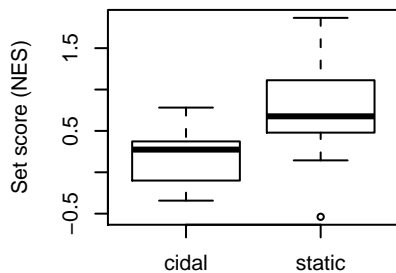

1.7.25_Glycolate_metabolism_

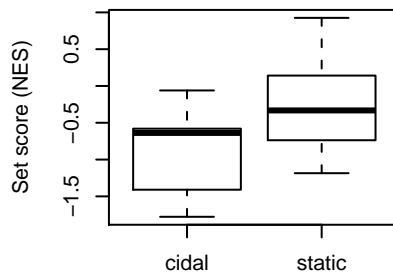

1.1.1.25_L-ascorbate_degradation_

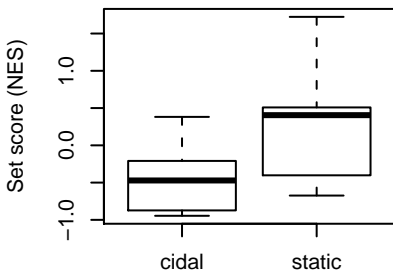

1.1.1.9_L-Idonate_catabolism_

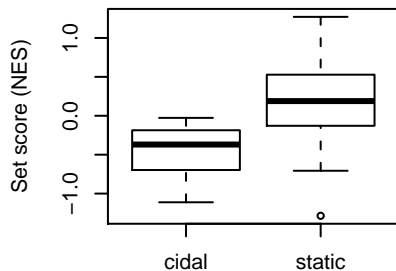

1.1.1.18_Trehalose_degradation_low_osmolarity+_

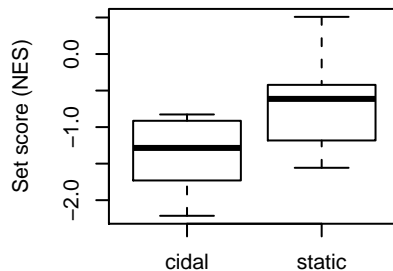

4.S.12_amino_acid_

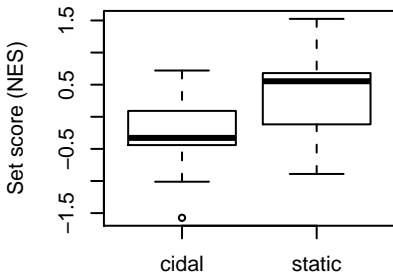

1_Metabolism_

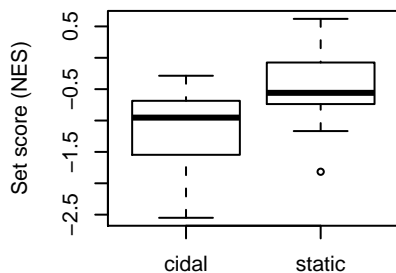

PdhR

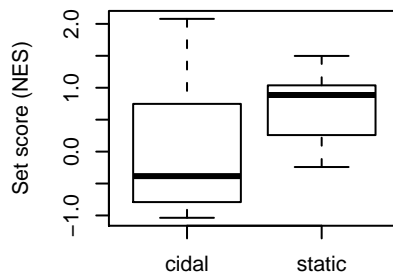

4.2.A.38_The_K+_Transporter_(Trk)_Family_

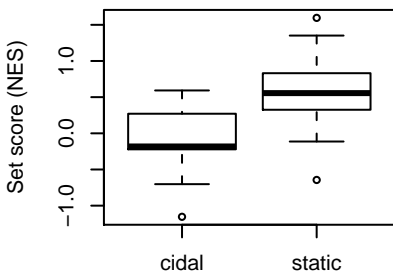

1.1.1.6_D-glucarate_catabolism_

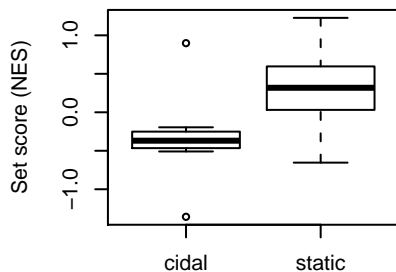

1.1.1.7_D-glucuronate_catabolism_

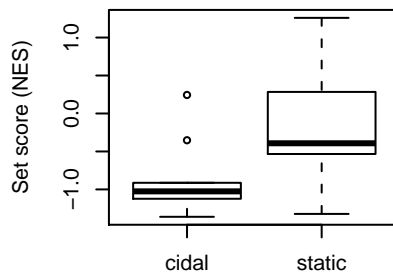

1.7.26_Allantoin_assimilation_

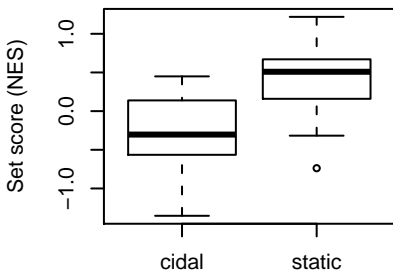

1.1.5.1_Phenylacetic_acid_degradation_

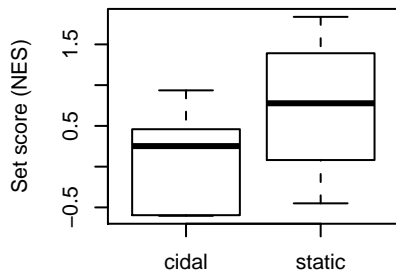

1.1.5.2_Ethanol_degradation_

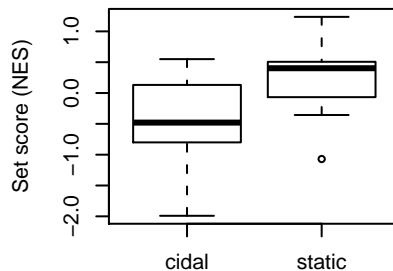

PaaX

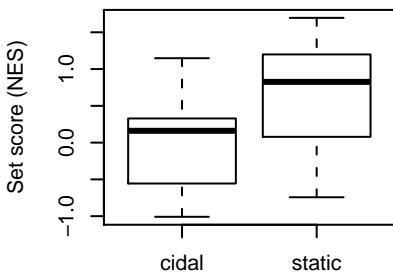

CdaR

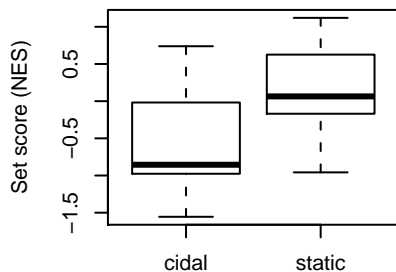

4.S.47_dipeptide_

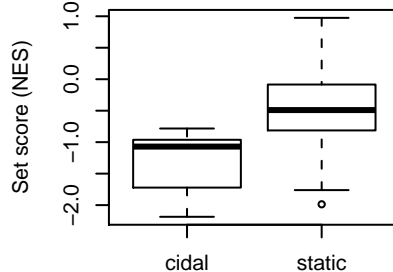

EvgA

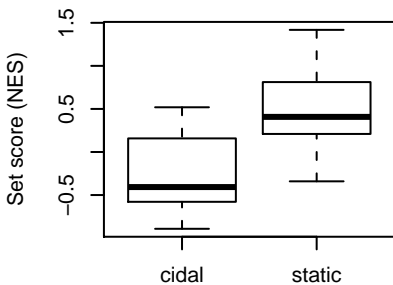

GntR

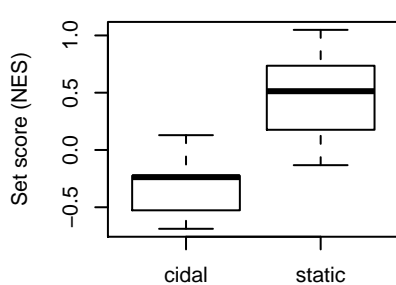

1.3.5_Fermentation_

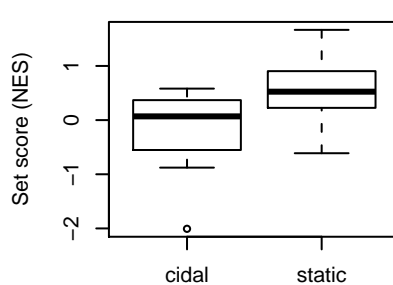

4.S.63_fructose_

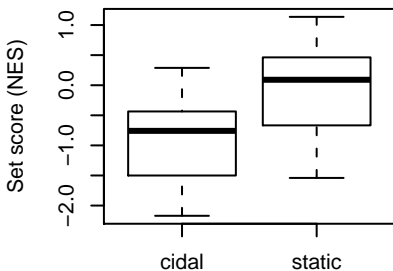

XylR

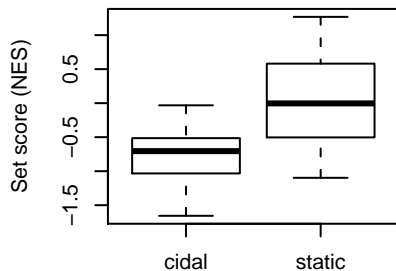

1.7.35_Lactate_oxidation_

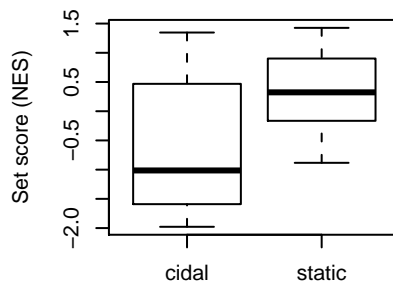

IdnR

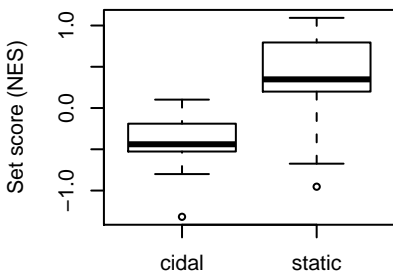

1.7.22_Carnitine_metabolism_

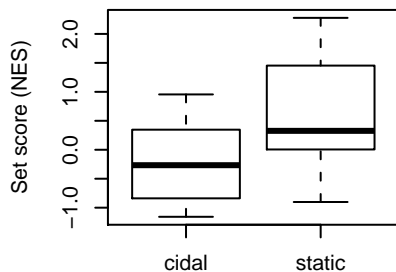

CaIF

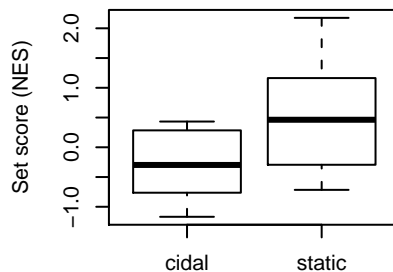

4.2.A.3_The_Amino_Acid-Polyamine-Choline_(APC)_FarA.6_The_Resistance-Nodulation-Cell_Division_(RND)_Su

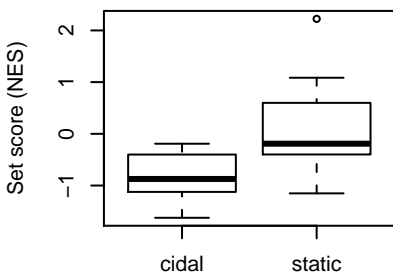

1.4.2_Electron_acceptor_

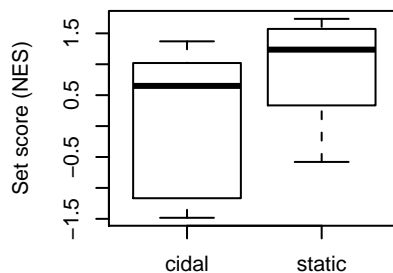

10_cryptic_genes_

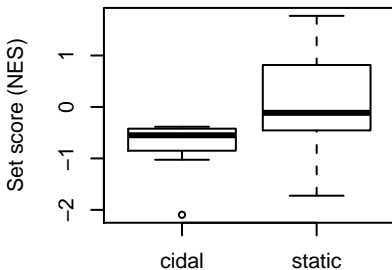

1.6.16_Cellulose_biosynthesis_

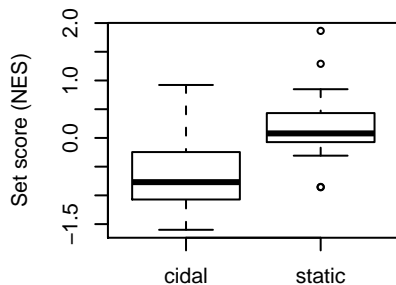

GadX

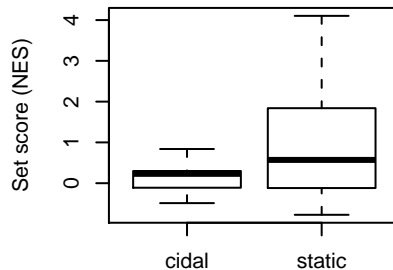

1.1.3.7_Threonine_catabolism_

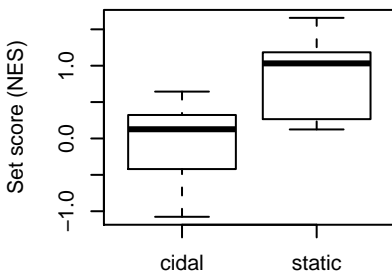

4.S.96_K+_

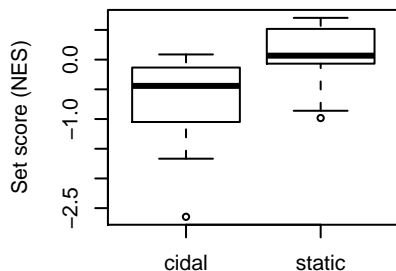

.17_The_Proton-dependent_Oligopeptide_Transporter_(PO

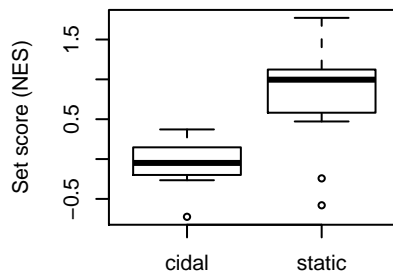

fecI

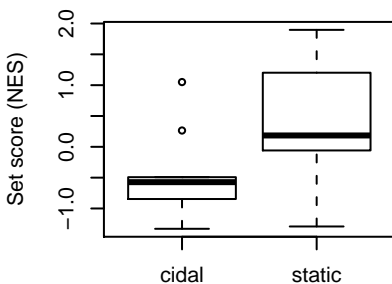

1.3.6_Aerobic_respiration_

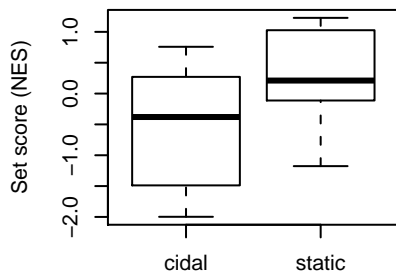

1.1.1.4_D-galactarate_catabolism_

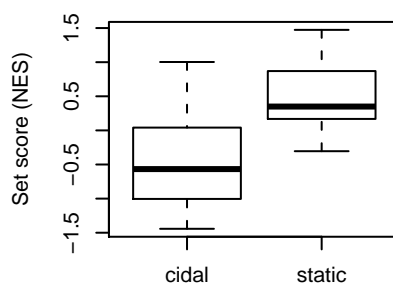

2.A.41_The_Concentrative_Nucleoside_Transporter_(CNT)

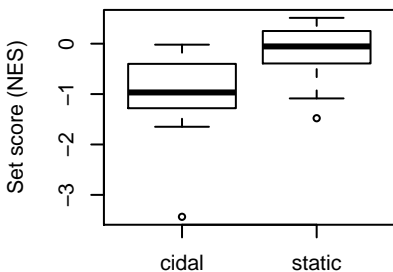

1.1.4.2_Carnitine_degradation_

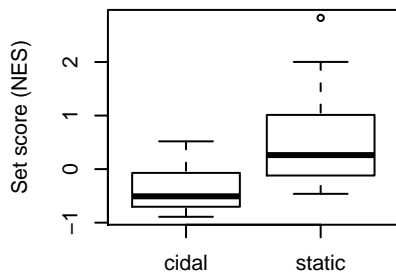

DcuR

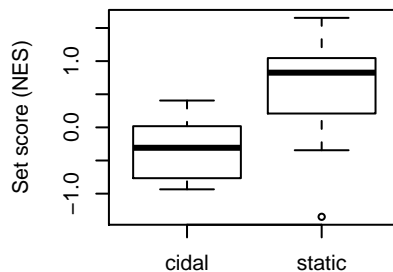

MhpR

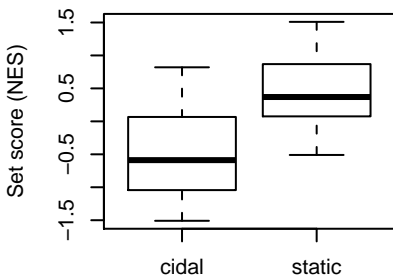

4.S.50_D-xylene_

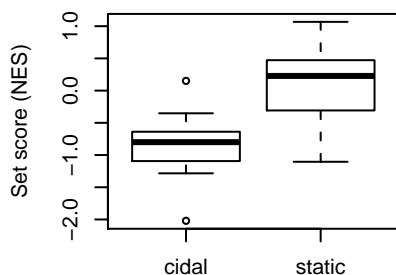

4.S.126_multidrug_

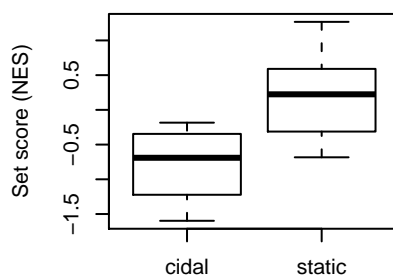

H-NS

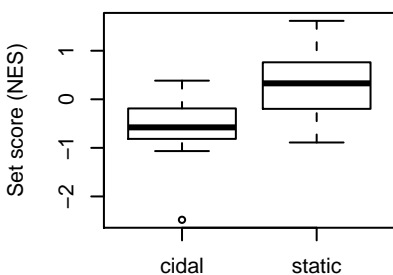

1.3.3_Pyruvate_dehydrogenase_

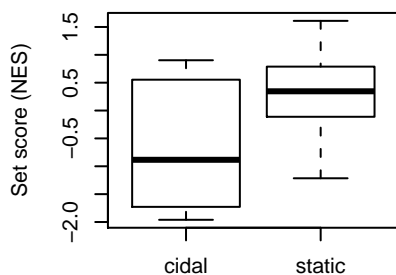

3-phenylpropionate_and_3-(3-hydroxyphenyl)propionate

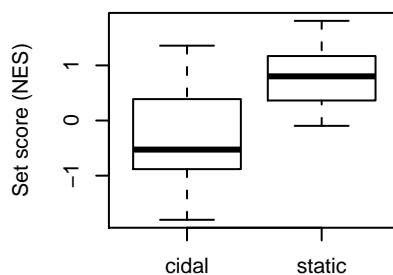

4.S.58_ferrichrome_

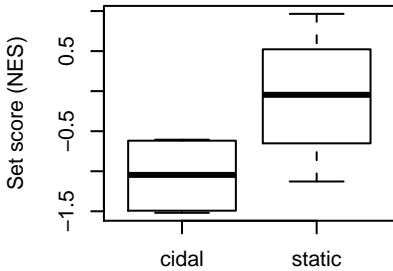

1.1.3.2_L-serine_degradation_

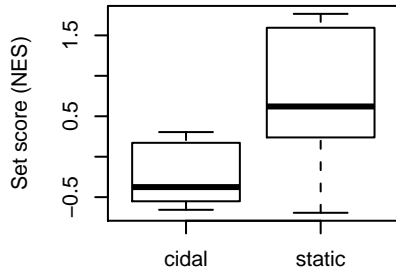

1.1.1.20_Glycol_degradation_

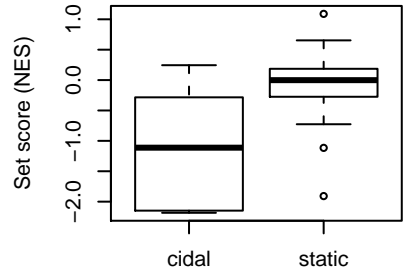

1.4.1_Electron_donor_

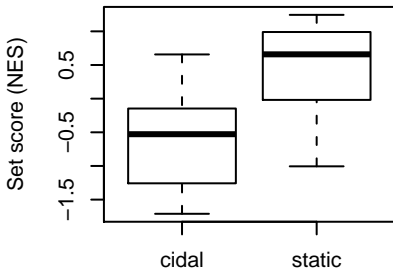

4.4.A.2_The_PTS_Fructose-Mannitol_(Fru)_Family_

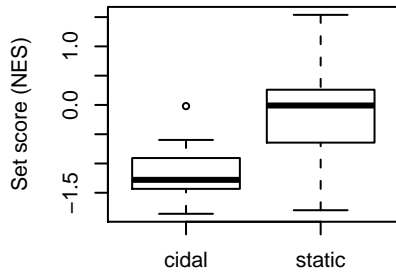

FruR

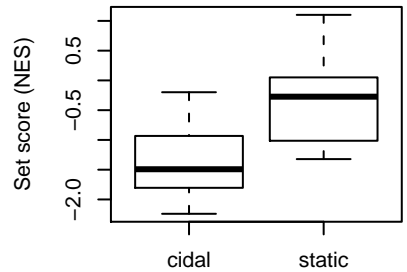

AIIR

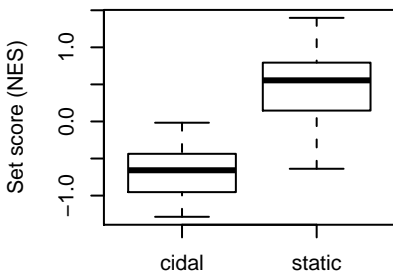

4.S.113_maltose_

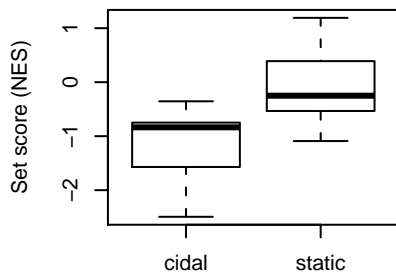

1.6.4_Enterobacterial_common_antigen(surface_glycolip

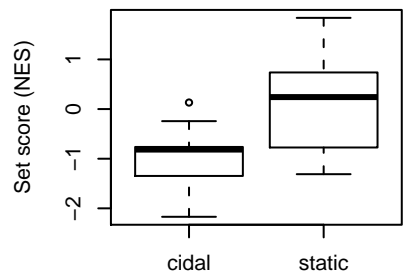

CadC

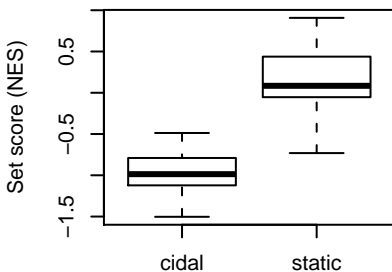

1.3.7_Anaerobic_respiration_

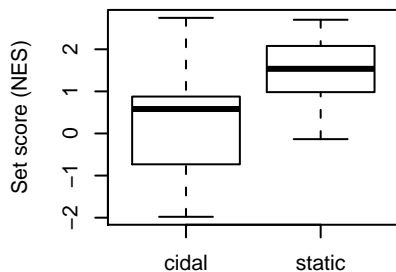

4.S.95_iron_dicitrate_

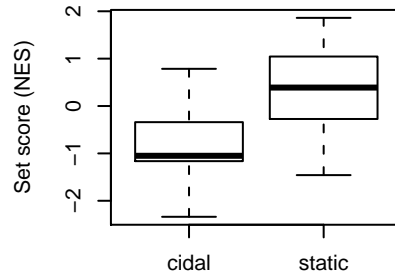

DeoR

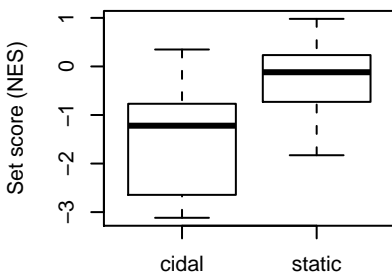

1.1.3.1_L-alanine_degradation_

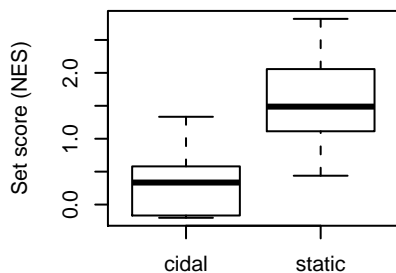

4.S.173_sugar_

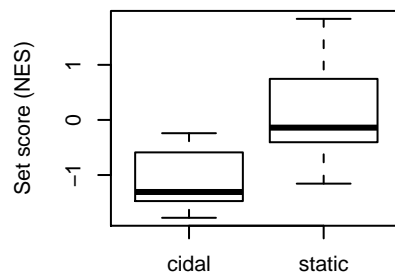

1.1.5.6_(deoxy)ribose_phosphate_degradation_

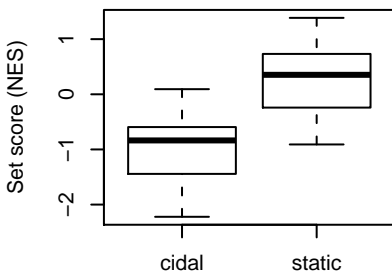

DgsA

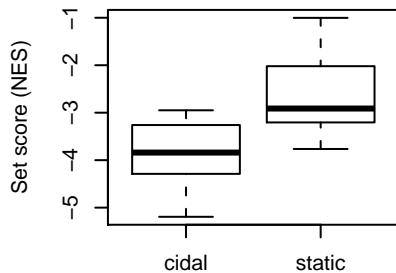

1.7.33.3_Salvage_pathways_of_pyrimidine_deoxyribonucle

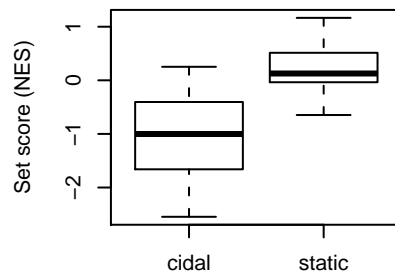

4.S.130_Na+_

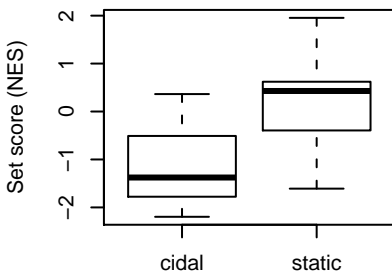

Proton-_or_sodium_ion-translocating_NADH_Dehydrogen

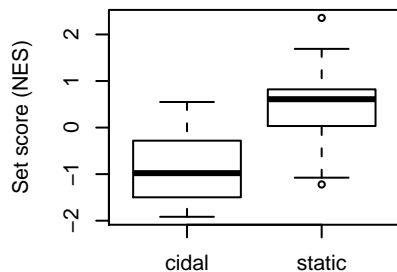

fliA

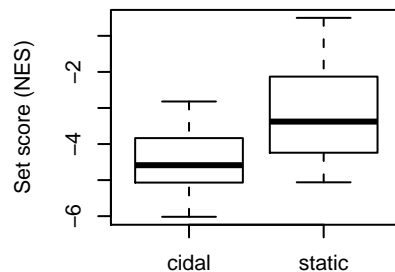

UlaR

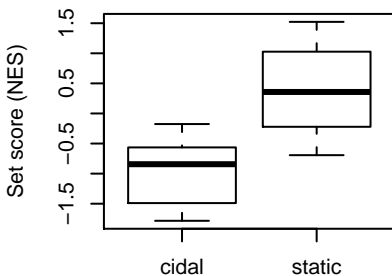

CytR

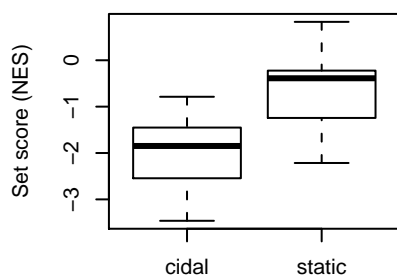

NarL

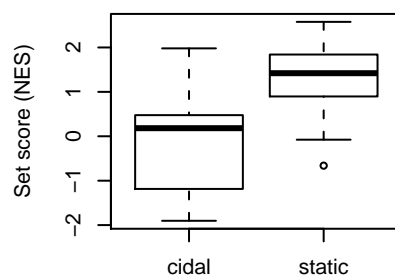

1.7.1_Unassigned_reversible_reactions_

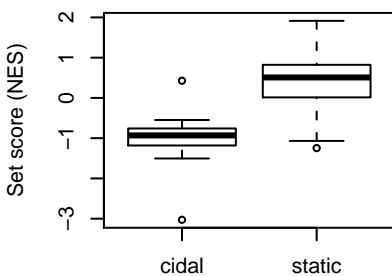

MalT

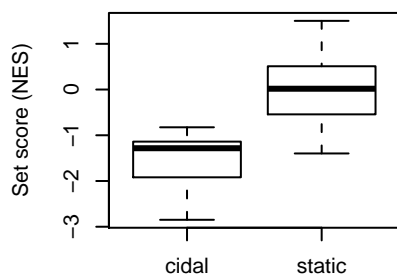

1.1.1_Carbohydrates/Carbon_compounds_

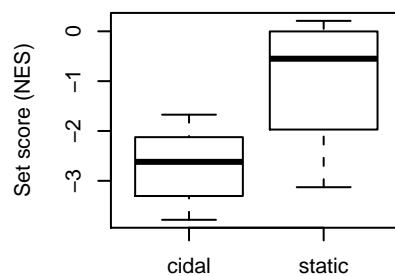

**Supplement:** Additional file 5 — Plots of gene set scores associated with the lethality phenotype. Boxplots identifying the set score differences between static and cidal conditions.

# Supplementary material for: The association of DNA damage response and nucleotide level modulation with the antibacterial mechanism of the anti-folate drug Trimethoprim
**Source:** BMC Genomics. 2011 Nov 28;12:583. doi: 10.1186/1471-2164-12-583
**Supplement:** Additional file 7 — O.D. values of deo mutants after TMP treatment in M9 and LB media. A) LBTMP treatment. Increase in O.D. (600 nm) after 50 μg/ml TMP treatment of wild-type MG1655 strain (blue), deoA (red), deoC (green) and deoR (purple) knock-out mutants in LB medium. TMP was added to respective cultures grown from overnight inoculum to mid-log phase in LB medium at O.D. 0.37-0.42 (Time 0 hr). B) M9TMPAdAA treatment. Increase in O.D. (600 nm) after 25 μg/ml TMP treatment of wild-type MG1655 strain (blue), deoA (red), deoC (green) and deoR (purple) knock-out mutants in M9 medium. TMP was added to respective cultures grown from overnight inoculum to mid-log phase in M9 medium at O.D. 0.25-0.35 (Time 0 hr).

A

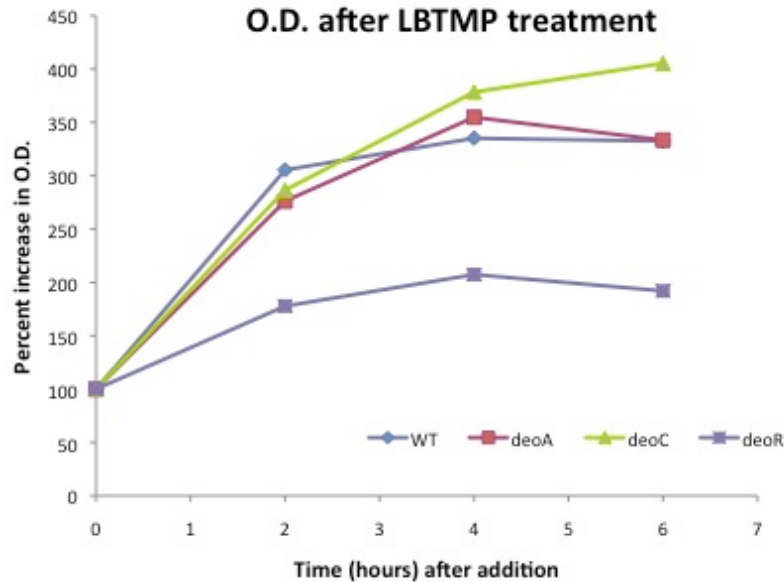

B

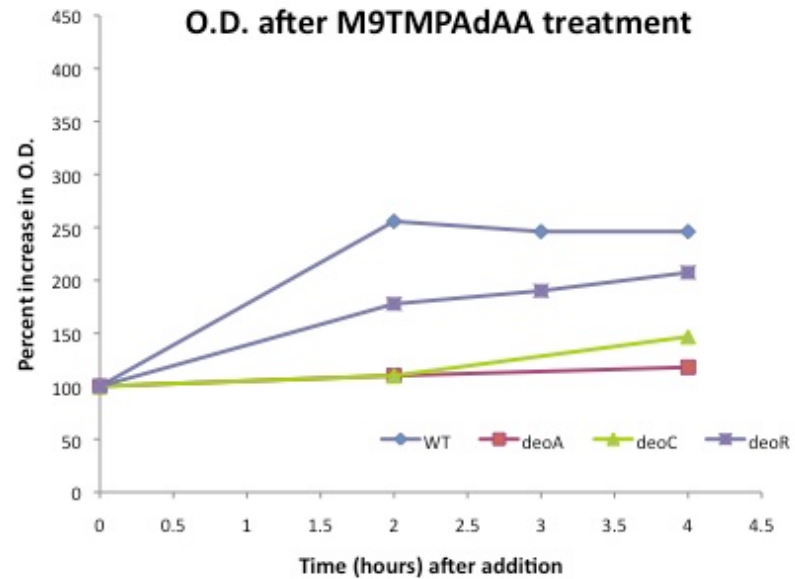

Supplementary File 6: Effect of TMP treatment on O.D. of *deo* strains.

A) LBTMP treatment. Increase in O.D. (600 nm) after 50 µg/ml TMP treatment of wild-type MG1655 strain (blue), *deoA* (red), *deoC* (green) and *deoR* (purple) knock-out mutants in LB medium. TMP was added to respective cultures grown from overnight inoculum to mid-log phase in LB medium at O.D. 0.37-0.42 (Time 0 hr).

B) M9TMPAdAA treatment. Increase in O.D. (600 nm) after 25 µg/ml TMP treatment of wild-type MG1655 strain (blue), *deoA* (red), *deoC* (green) and *deoR* (purple) knock-out mutants in M9 medium. TMP was added to respective cultures grown from overnight inoculum to mid-log phase in M9 medium at O.D. 0.25-0.35 (Time 0 hr).

How the deposited data were processed for this re-analysis (not part of the article)

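RNA of E. coli MG1655 was measured after the addition of TMP in LB (LBTMP) and in M9 glucose medium without supplement (M9TMP), with amino acids (M9TMPAA), with adenine (M9TMPAd), with both (M9TMPAdAA) and with both and thymine (M9TMPThyAdAA), in 1 culture per condition. The 26 spotted arrays cover 10, 30, 60 and 120 min, and also 90 min in M9TMP and M9TMPAdAA. The values are log2 ratios of the treated sample (Cy5) to the untreated 0 min culture in the same base medium (Cy3), which the authors made from the intensities with limma, removing spatial and array biases. The version of limma that the authors used, the background correction and the handling of missing spots are not stated, and the base of the logarithm was taken as 2. All 26 columns were used as they are, without a further filter or normalization, since every array has a mean of 0 and no value is missing. Signal over background and spot intensities were not used here, so the precision of a single log ratio is not known. Across genes, arrays of the same course had a median correlation of 0.52 (range 0.09 to 0.78) and arrays of different courses a median of 0.16 (range -0.19 to 0.54).

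Conditions came from the sample labels and the paper's table of conditions, with LBTMP and M9TMPAdAA as the cidal courses and the other 4 as the static courses. For each gene the log ratios at the 4 times common to all courses were averaged per course. These course means were compared in limma (lmFit and eBayes without a trend), for cidal minus static over the 6 courses, with 4 residual degrees of freedom, and for additive terms of adenine, amino acids and thymine over the 5 M9 courses, with 1 residual degree of freedom. p values were adjusted with the method of Benjamini and Hochberg, with a threshold of 0.05. On simulated data with the spread of these courses and 200 changed genes, the cidal fit recovered 60% of added log ratios of 1 and 91% of those of 3, with 7 of 158 calls false, and the additive fit recovered none. The changed genes were drawn at random and had independent noise. The number and size of the added changes also bear on how small a p must be to pass, so the rates need not hold here. Neither pyrI (difference 3.14, standard error 0.48) nor yebG (1.57, standard error 0.23) passed, both with adjusted p = 0.592 in limma. That the cidal fit called 0 genes therefore does not show that none differed.

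The 34 gene lists had 526 entries, with some genes, such as malE and glnH, in more than 1 list. Of the entries 522 were found by their symbol or, as for cohE, stfP and csiD, by a synonym, and ecnB, fusA, oweE and ymfH were not found. No symbol of a probe named more than 1 gene. A list was compared between groups by the exact permutation test over the 15 splits of the courses and by camera in limma, with the correlation between genes estimated from the data, adjusted over the lists, and again with a preset correlation. In the cidal comparison the estimate was 0.48 for ribosomal proteins, 0.18 for SOS and 0.10 for pyrimidine genes. For lists with such estimates the preset of 0.01 gives p values that are too small. The course means of single lists have no test. They were set beside a size rule and 10000 random lists, as described after the methods of the paper, and neighbouring genes on the chromosome share levels (median correlation 0.16, against 0.01 for random pairs), which the random lists ignore.

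Genes named in the text were those that the paper names, the 10 higher and 10 lower genes with the largest difference in each comparison among those outside the static range or with 1 sign in every pair of courses, since none passed the threshold, 2 to 4 members of each list with the largest difference, and the 5 highest and 5 lowest genes per course that met the size rule. The paper's set scores had been seen by then. The genes sra, glgS, hchA, tsx, acrA and tolC and some further list members were named after their values were seen.

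Alternatives were averages over all times, over 60 and 120 min or without 1 time, arrays centred at the median or scaled to one median absolute deviation, leaving out each course, arrays in place of courses (as independent observations, with the course as a random block, or with a principal component of the residuals in place of the paper's surrogate variables) and, for the SOS list, the median, other times and a t-test on the list means. The array fits were first run over all 26 arrays and were restricted to the common times after the values were seen, and both forms are reported. In the block setting camera was first run without the block, and was replaced by a ranking of the blocked t values after the values were seen. The paper's set scores, its compendium and its gene sets, which the text holds only in part, and the experiments on thymine auxotrophs and on the viability of mutants were not used here. Tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.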

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

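Genes of protein folding, iron uptake, ATP synthase and of tryptophan and branched-chain amino acid synthesis stood far below their 0 min level in single courses. These are among 14 lists taken as not discussed in the paper's text, a choice made after the values were seen. The paper's additional files do plot sets of ATP synthase and of ferrichrome uptake, and its text discusses enterochelin and other amino acid pathways. Heat shock genes stood at -1.172 in LBTMP, where groS (-2.58), groL (-2.25) and hslU (-2.08) were lowest. Iron uptake genes outside the enterobactin list stood at -1.049 in LBTMP, with fhuA at -2.43 and fhuF at -2.40. Genes of ATP synthase stood at -1.231 in M9TMP, with atpH at -1.61. Tryptophan synthesis genes stood at -1.257 in M9TMPAd, with trpE at -1.90, and genes of branched-chain amino acid synthesis at -1.088 in M9TMPAA, where ilvC had the lowest course mean of all genes that met the size rule (-4.17). Each is the value of 1 culture.

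Among the 4 static courses, a single course stood apart from the other 3 in 3 lists. These were the pyrimidine list in M9TMP (-1.249, against -0.834 to -0.882 in the others), the OxyR targets in M9TMP (0.541, against 0.002 to 0.080, with dps at 3.57) and the heat shock list in M9TMPAA (0.390, against -0.124 to -0.225, with clpB at 2.31). Of 34 lists tested in this way, about 1.7 stand apart by chance.

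Both cidal courses moved in opposite ways at every time in 3 lists, as LBTMP minus M9TMPAdAA. The difference was -0.284 for folate genes (-0.175 and 0.109), -1.178 for enterobactin genes and -1.419 for iron uptake genes. The adenine difference of the MarA, SoxS and Rob targets was -0.262 without and 0.221 with amino acids, which differ by -0.483. None of these 4 differences was tested, since each course is 1 culture.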

How the results depend on the processing

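In the cidal and supplement comparisons no gene and no list passed in the fit on course means, and most alternatives kept this. Fits on arrays in place of course means changed it. Arrays of 1 course come from 1 culture (median correlation 0.52, against 0.16 between courses). Fits that take them as independent therefore overstate the number of replicates. How much of the change this accounts for was not tested. The only other settings of the course fit in which genes passed were the average over 60 and 120 min (1 gene higher in the cidal courses) and leaving out a course, where 0 to 2 genes were higher, with 2 without M9TMPAdAA and 2 without M9TMPThyAdAA. Without a cidal course the lone course is assumed to vary like the others. With arrays as independent observations 67 genes were higher and 69 lower in the cidal courses, 64 and 46 with adenine, 190 and 124 with amino acids, and 2 and 11 with thymine. With the course as a random block 5 were higher in the cidal courses, 10 higher and 5 lower with adenine, 69 and 45 with amino acids, and 5 lower with thymine. With a residual principal component 134 were higher and 134 lower in the cidal courses. Settings over all 26 arrays, added after the values were seen, gave 91 and 86 (cidal), 109 and 88 (adenine), 237 and 174 (amino acids) and 4 and 16 (thymine) as independent observations, 5 and 0, 24 and 15, 101 and 67, and 0 and 4 with the block, and 184 and 170 (cidal) with the principal component. No split of the courses into 2 and 4 gave a gene past the threshold, the real split had 279 genes at an unadjusted p under 0.05 and the highest other split 377, and 15 splits are too few to give a share under 0.05.

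Of the 34 lists, camera with the preset correlation called 16 in the cidal comparison, 16 with adenine, 21 with amino acids and 14 with thymine, against 0 in each with an estimated correlation, where 5 lists in the cidal comparison and 0 in each of the others had an unadjusted p under 0.05. With the block the calls were 3 (pyrimidine, marRAB and maltose), 6, 8 and 3. With the principal component 2 were called in the cidal comparison, among them maltose, and with arrays as independent observations 2 with amino acids, among them methionine. Over all 26 arrays the added settings called 3, 6, 11 and 4 with the block, 4 (cidal) with the principal component and 6 (amino acids) as independent observations.

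Over all alternatives, the difference between cidal and static courses lay between 0.307 and 0.844 for the SOS list, 1.201 and 1.408 for pyrimidine, 0.468 and 0.910 for marRAB, 0.249 and 0.690 for ribosomal proteins, 0.214 and 0.656 for nitrogen, and -1.436 and -0.028 for salvage, without a change of direction. The direction changed in 3 lists near 0 or resting on a course. Recombination was at 0.000 over 60 and 120 min, 0.020 without 120 min, 0.008 with median centring, 0.015 in each of the added settings over all arrays, 0.128 without LBTMP and 0.043 without M9TMPAA (range -0.149 to 0.128, adjusted p 0.727 to 0.991). OxyR was at 0.013 without 60 min, 0.003 without LBTMP and 0.102 without M9TMP (range -0.082 to 0.102, adjusted p 0.847 to 0.991). Enterobactin was at -0.115 without M9TMPAdAA (range -0.115 to 1.063, adjusted p 0.00937 to 0.902). The cause was not tested.

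For the SOS list, 9 settings of approximate tests, added after the values were seen, passed a one-sided threshold of 0.05. In place of the exact permutation test, the t-test with equal variances passed for the median at 30 min (0.207, p = 0.0385), the mean and the median at 60 min (0.541, p = 0.0440, and 0.489, p = 0.0349) and at 120 min (1.146, p = 0.0101, and 0.979, p = 0.00396). With unequal variances, also in place of the exact permutation test, the mean and the median passed at 30 min (0.244, p = 0.0409, and p = 0.0299) and at 120 min (p = 0.00964 and 0.0175), a test that had been left out once its values were seen and was then put back. The exact test cannot reach 0.05 with 2 courses against 4.

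Among the 20 genes named per comparison, 1 passed over 60 and 120 min in the cidal comparison, 17 with arrays as independent observations, 2 with the block, 19 with the principal component, and 0 to 2 without a course (1 without M9TMPAdAA, 2 without M9TMPThyAdAA). For adenine 16 and 4, for amino acids 20 and 16 and for thymine 4 and 3 passed as independent observations and with the block, and over all 26 arrays 18, 2 and 19 (cidal, with the principal component last), 17 and 5, 20 and 20, and 6 and 3. Counted over genes and settings, 905 results of single genes kept direction and side of the threshold and 215 came to pass it, and of single lists 378 kept both, 57 came to pass and 12 changed direction. The choice of these lists and the summary by counts were made after the values were seen. List means that met the size rule in a course kept their direction in all 85 combinations of list and setting. The planned filter on missing values was not run, since no value is missing and it would move nothing. Signal over background was not used, so no limit from low signal can be given. No paired analysis was possible because each condition has 1 culture and the numbers of the samples pair none.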

Differences from the paper's values

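The paper gives a one-sided p of 0.004 from a t-test for higher SOS expression in cidal than in static conditions at 30 min, and the exact permutation test over the 6 courses gave 0.2. The smallest p that the exact test allows for these 6 courses is 0.0667, so no form of it could have given 0.004. Its values therefore cannot show whether the paper's result holds. The exact test was also run on the median (0.133), at 10 min (0.133), at 60 min (0.133), at 120 min (0.0667) and with median centring (0.2). These alternatives were set before the data were examined, as was a one-sided t-test on the list means (0.0847). Of these only the t-test could have given 0.004, and its p differs from the paper's value. The t-test on the list median at 120 min gave 0.00396, the paper's value on rounding, but it was chosen after the values were seen and is not at the time the paper names. At 30 min the settings that pass 0.05 where the exact permutation test does not, all chosen after the values were seen, were the t-test on the list median (0.0385) and the one-sided test with unequal variances on the mean (0.0409) and the median (0.0299). The paper's text does not state what its test took as replicates, which are courses here, and the R code in its Additional File 2 holds no call of a t-test.
The paper gives a log ratio above 0.5 for nrdA and nrdB in M9TMPAdAA, and the course means here were -0.055 and 0.004. No alternative set before the data were examined reaches the paper's bound. For nrdA and nrdB these gave 0.002 and 0.060 over all times, 0.323 and 0.418 over 60 and 120 min, 0.085 and 0.166 without 10 min, 0.056 and 0.117 without 30 min, 0.145 and 0.056 without 60 min, -0.508 and -0.326 without 120 min, and -0.087 and -0.028 with median centring. The single values at 120 min, 1.30 and 0.99, lie above the bound, a time chosen after the values were seen.
The paper states that recombination genes were up in the cidal conditions. The list here holds recombination genes outside the SOS list. The recombination genes within the SOS list were up in both cidal courses, with recA at 1.00 in LBTMP and 1.47 in M9TMPAdAA, recN at 1.08 and 1.84, ruvA at 0.62 and 0.64 and ruvB at 0.50 and 0.67. In the static M9TMPAA, however, recN stood at 1.86, above both, and recA at 0.57. Over the 13 genes outside the SOS list the cidal mean was -0.038 and the static mean -0.028. LBTMP stood at -0.18 and M9TMPAdAA, whose value has the paper's direction, at 0.10, at percentile 91.9 of random lists. For LBTMP the percentile was 13.5. The paper lets direction depend on the medium for pathways other than SOS with related DNA damage classes, pyrimidine synthesis and MarR targets. Whether it counts recombination among those classes is not stated. The setting without LBTMP gave a difference of 0.128 and that without M9TMPAA 0.043.
The paper states that OxyR targets were up in the cidal and down or unchanged in the static conditions. The list mean was 0.10 in LBTMP and 0.16 in M9TMPAdAA, the paper's direction, but its highest course was the static M9TMP at 0.54. Of the 11 genes, 6 had a higher cidal mean. The member dps stood at 1.705 in LBTMP and 3.57 in M9TMP and raised both means. The median of the members was 0.016 in LBTMP, 0.18 in M9TMPAdAA and 0.27 in M9TMP, so that the direction in LBTMP rests on dps.
The paper states that enterochelin genes were up in the cidal conditions, and elsewhere that the direction of sets other than SOS, pyrimidine and MarR depended on the medium. In LBTMP 1 of 13 genes was above 0 and the list stood at -0.53, while in M9TMPAdAA it was above 0, so that the values have the direction of the latter statement and, in M9TMPAdAA, of both.
The paper states that ribosomal proteins were up in the cidal conditions, and elsewhere that they were down in LBTMP. The cidal mean of the list, 0.017, comes from courses on opposite sides of 0, the LBTMP value having the direction of the paper's later statement.
The paper states that DNA damage genes did not change in static conditions, and elsewhere that they were up late in M9TMPAA and M9TMP. The values here have the direction of the latter, with the SOS list at 0.50 in M9TMPAA and 0.30 in M9TMP.
The paper states that pyrimidine synthesis was up in each cidal condition. In LBTMP the course mean of the list, 0.24, has the paper's direction, as have 0.46 at 10 min, 0.23 at 30 min and 0.35 at 60 min, but 5 of 10 genes were above 0, with carA at 1.56 and carB at 1.06 but pyrB at -0.65, and the list was at -0.072 at 120 min. In M9TMPAdAA 8 of 10 were above 0.
The paper states that MarR targets were up in cidal conditions and down or unchanged in static ones. The marRAB genes had the paper's direction in both cidal courses, but marA and marR also stood at 0.77 and 0.74 in the static M9TMPThyAdAA.
The paper states that thymine had no effect on genes of purine synthesis and sulfate assimilation. The thymine term was below 0 for 14 of 14 and 13 of 13 genes, and the list test of this fit, with 1 residual degree of freedom, did not pass the threshold even for a list raised on purpose in simulated data, so that neither list passed says nothing about an effect, and both courses of the pair stood below 0.
The paper calls the SOS, pyrimidine, MarR, ribosomal, enterochelin, salvage and Nac sets associated with the cidal phenotype. None of the lists set beside them here passed with an estimated correlation, and the nitrogen list is not the paper's set of Nac targets. The paper's evidence is of another kind, weighted set scores at each time point, fitted with surrogate variables and also filtered by ROC classification. The ROC step was not repeated here. In this comparison camera was simulated only with independent genes, whereas members of these lists are correlated. That none passed does not show that no set is associated. Settings that do call these lists are camera with the preset correlation for all of them, the course as a random block for pyrimidine and marRAB, and, added after the values were seen, a principal component over all arrays for pyrimidine and ribosomal proteins. The preset of 0.01 lies below the estimated correlation of each list, from 0.014 for nitrogen to 0.86 for salvage. For recombination, OxyR and periplasmic binding proteins no setting gave a call.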

Other observations

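The 3 tests below of an offset in the 0 min reference were chosen after the result was seen, as were the 3 patterns, and the other 5 tests were not.
In LBTMP ptsG and ptsH were among the 5 lowest genes that met the size rule, at -3.01 and -2.48, ribonucleotide reductase genes stood below their 0 min level, and genes of the citrate cycle went from below it to above it. Of ribonucleotide reductase 5 of 8 genes met the size rule, with nrdA at -1.79. The citrate cycle list stood at -0.59 at 10 min and 1.87 at 120 min, with acnA at a course mean of 1.26. Heat shock genes stood at -1.52 at 30 min and -0.82 at 120 min. The 11 maltose genes had a mean difference of -0.54 between cidal and static courses, below 0 in 11 of 11, with malM at -0.88 and malE at -0.69 (exact permutation p 0.0667, two-sided, adjusted p = 0.291 by camera with an estimated correlation and 2.75e-06 with the preset one), and 2 were lower when adjusted over the list alone. The difference was -0.26 without LBTMP and -0.81 without M9TMPAdAA.
In the M9 courses pyrI and pyrB stood at -2.84 and -2.53 in M9TMP, and livK at -3.43 in M9TMPAA. In M9TMPAdAA glnK stood at 2.56, with the nitrogen list at 1.14 at 30 min and 0.19 at 90 min. Genes of purine synthesis were at 0.77 in M9TMPAA, with 5 of 14 meeting the size rule for a higher level, and the amino acid term of this list was 0.87, from a difference of 1.50 without and 0.24 with adenine (adjusted p = 0.699 with an estimated correlation, 2.48e-08 with the preset one, and 3 genes higher over the list alone). The 49 flagellar genes stood below 0 in each course, from -0.51 in LBTMP to -0.86 in M9TMPThyAdAA, where they were at 0.32 at 10 min and -2.33 at 120 min. Tryptophan genes in M9TMPThyAdAA were at -0.10 at 10 min and 2.43 at 120 min.
Besides members of the pyrimidine and SOS lists, the largest differences between cidal and static courses outside the static range were higher for ridA (2.17), upp (2.13), codB (2.00) and yebF (1.53) and lower for psiE (-1.44), deoA (-1.29), fruA (-1.27), hdeB (-1.22), nrdH (-1.16) and dadA (-1.15). None passed the threshold.
The SOS list in the static course M9TMPAA at 30 min was at the level of the cidal courses (0.449, against 0.384 and 0.446). An offset of the 0 min reference that made up the whole level would put the list near its later level from the start. The 10 min value was 0.242 of the mean of the later ones, which argues against an offset of that size. A smaller offset stays open and could be enough to bring this course level with the cidal ones. The median of the members was 0.677 of their mean, with 20 of 28 above 0, which argues against a few members carrying the mean. A response to DNA damage in a course without loss of viability, as the paper describes for late times, may account for it, and with 1 culture a difference in the state of that culture stays open.
The salvage list in LBTMP was near -1 or lower at every time. The deo operon alone does not carry this, since the median of the 5 members outside it was -1.615 and 5 of 5 were at or below -0.5. A wider spread of log ratios in LBTMP is argued against too, as scaling the arrays kept 0.881 of the course mean. The 10 min value was 0.795 of the mean of the later ones, the level that an offset of the 0 min reference would give. A high level of these genes in the 0 min culture therefore stays open, as does a fast response to the drug in LB. Without an untreated culture in LB, a change with time that is not due to the drug stays open too. No test here separates them.
The pyrimidine list in M9TMPThyAdAA was above 0 at 10 min (0.59) and far below it at 120 min. The values argue against an offset of the 0 min reference, which would be the same at each time, as the list moved by -3.467. They argue against a few members, as the median member moved by -3.186 and 10 of 10 were lower at 120 min, and against a wider spread at 120 min, as scaling kept 0.930 of the movement. No biological explanation was tested.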
